# Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes

**DOI:** 10.1371/journal.pone.0080467

**Published:** 2013-11-13

**Authors:** Joseph Lotem, Ditsa Levanon, Varda Negreanu, Dena Leshkowitz, Gilgi Friedlander, Yoram Groner

## Abstract

The transcription factor Runx3 is highly expressed in CD8^+^ T and NK cytotoxic lymphocytes and is required for their effective activation and proliferation but molecular insights into the transcription program regulated by Runx3 in these cells are still missing. Using Runx3-ChIP-seq and transcriptome analysis of wild type vs. Runx3^-/-^ primary cells we have now identified Runx3-regulated genes in the two cell types at both resting and IL-2-activated states. Runx3-bound genomic regions in both cell types were distantly located relative to gene transcription start sites and were enriched for RUNX and ETS motifs. Bound genomic regions significantly overlapped T-bet and p300-bound enhancer regions in Runx3-expressing Th1 helper cells. Compared to resting cells, IL-2-activated CD8^+^ T and NK cells contain three times more Runx3-regulated genes that are common to both cell types. Functional annotation of shared CD8^+^ T and NK Runx3-regulated genes revealed enrichment for immune-associated terms including lymphocyte activation, proliferation, cytotoxicity, migration and cytokine production, highlighting the role of Runx3 in CD8^+^ T and NK activated cells.

## Introduction

The Runx transcription factor (TF) family consists of 3 highly conserved members (Runx1-3) that function as key regulators of lineage specific gene expression in major developmental pathways [1-3]. Mature CD8^+^ T cells (CD8-TC) and NK cells (NKC) perform similar biological functions. These cytotoxic lymphocytes recognize foreign, infected or tumor cells and following activation undergo interleukin-dependent proliferation. They then kill target cells by releasing perforin and granzyme B-containing granules and cytokines such as tumor necrosis factor (TNF) and interferon gamma (Ifnγ) [4]. 

Runx3 is highly expressed in mature CD8-TC and in NKC and plays an important role in their proliferation and activation [5-7]. Several TFs including Runx family members were shown to participate in development and functions of CD8-TC and NKC but very little is known about the gene targets of these transcription factors [8,9]. The similarity in biological functions of these two cytotoxic cells, their high level of Runx3 and similar defective phenotype upon loss of Runx3 raised the possibility that a common set of Runx3-regulated genes might be involved in their function. Using Runx3 ChIP-seq and transcriptome analysis we identify Runx3-regulated genes in primary CD8-TC and NKC under two different conditions, i.e. at resting and IL-2-activated state. The study established the transcriptional program driven by Runx3 in these cytotoxic lymphocytes, pinpointed many previously unknown Runx3-target genes and singled out a gene subset common to both cell types. This Runx3-regulated cytotoxic cell gene subset is enriched for ontology terms that underscore the importance of Runx3 in regulation of CD8-TC and NKC function. 

## Results

### Resting primary CD8-TC and NKC display similar Runx3 genomic occupancy

Runx3 ChIP-seq was conducted using the highly specific in house polyclonal anti-Runx3 antibody Poly-G [10] (Figure S1). Model-based Analysis of ChIP-Seq (MACS) identified 4934 and 15524 Runx3-bound regions in CD8-TC and NKC, respectively, with CD8-TC/NKC occupancy overlap of 62% (Figure 1A left). Association of Runx3-bound regions with annotated genes identified 5193 and 10489 Runx3-bound genes in CD8-TC and NKC, respectively, reflecting an average number of ~1-1.5 Runx3-bound region per gene. The higher number of Runx3-bound genes compared to Runx3-bound regions in resting CD8-TC resulted from shared peaks in the intergenic region separating adjacent genes. Remarkably, ~83% of the Runx3-bound genes in CD8-TC (4296/5193) were bound by Runx3 in NKC (Figure 1A right). This highly similar Runx3 genomic occupancy suggests that although derived from 2 different lineages a common gene subset was Runx3-bound in both cell types. Indeed, using contingency tables we found a significant relationship between Runx3-bound genes in both cell types and their expression above background (p<2.2E-16 in both Pearson Chi-square and Fisher exact tests). 

**Figure 1:**
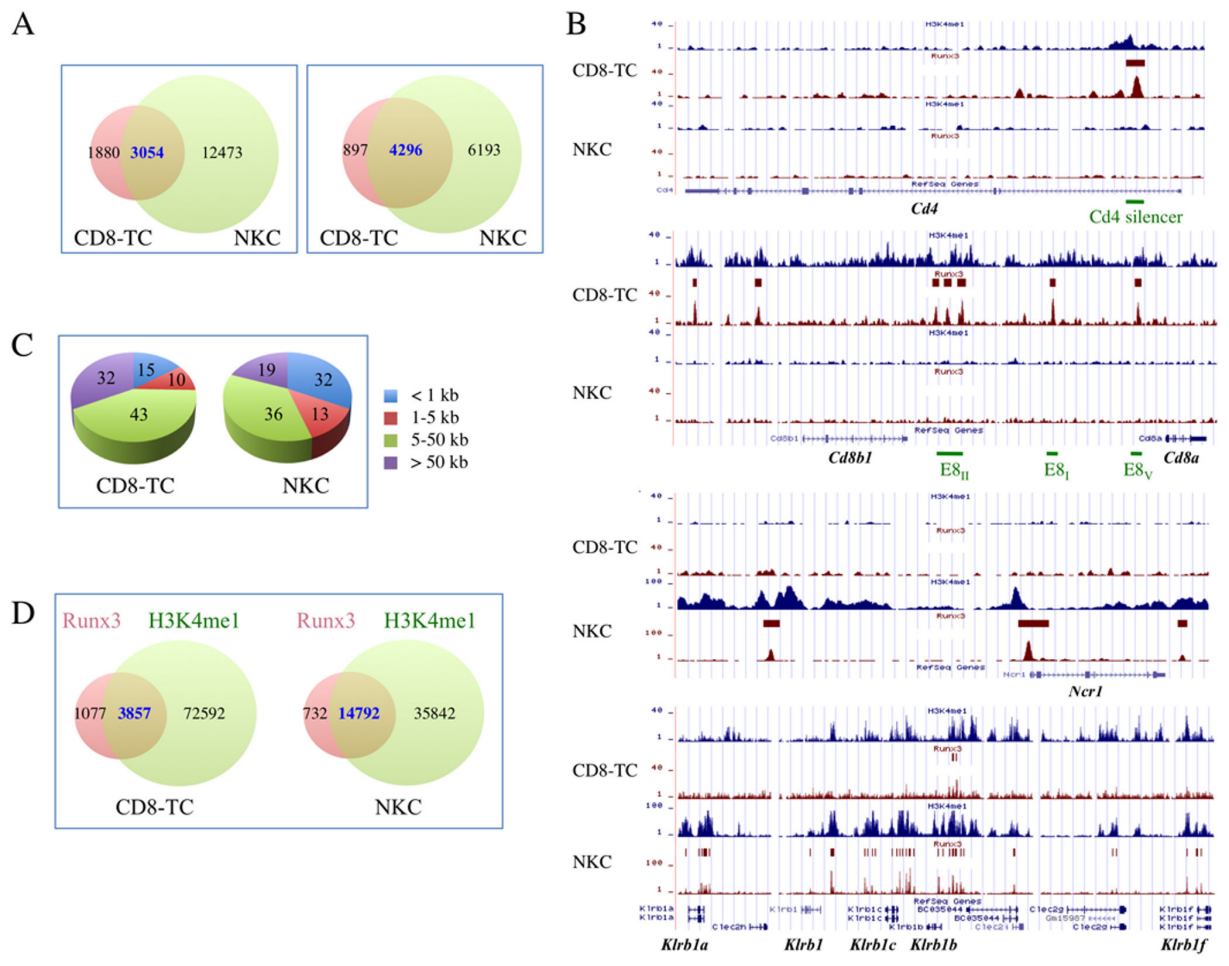
Genome-wide occupancy of Runx3 and H3K4me1 in resting CD8-TC and NKC. (A) Venn diagram summarizing the number of Runx3 ChIP-seq peaks (left panel) and corresponding annotated genes (right panel). (B) Runx3-bound and H3K4me1-marked regions in the Cd4, Cd8, Ncr1 and Klrb1a-Klrb1f loci. Brown and blue tracings reflect the Chip-seq tracing wiggle files uploaded to UCSC Genome Browser mm9 genome assembly of Runx3 and H3K4me1, respectively. Brown rectangles mark Runx3 peaks identified by MACS. Positions of the Cd4 silencer and some of the known Cd8 enhancers are marked in green. (C) Pie chart showing the % of Runx3-bound regions relative to the nearest TSS. (D) Overlap of Runx3-bound and H3K4me1-marked regions.

Despite the similarity in Runx3 occupancy landscape there were bound genes unique to CD8-TC including *Cd4*, silencer in first intron [5] and *Cd8*, enhancers located between *Cd8a* and *Cd8b1* [11] (Figure 1B). Likewise, unique NKC Runx3-bound genes included *Ncr1* encoding the NKC lineage restricted receptor NKp46 [12] (Figure 1B) and many regions in killer-cell lectin-like receptor (Klr) genes (Figure 1B). In contrast, Runx3 occupied only few *Klr* regions in CD8-TC (Figure 1B). These latter findings are consistent with the lower number of killer-like immunoglobulin-like-receptor (KIR) genes expressed in human CD8-TC compared to NKC [13] and underscored the cell-type specific Runx3-binding to lineage-defining genes.

### Runx3-bound regions are remote from transcription start sites and enriched for RUNX and ETS motifs

Analysis of Runx3 occupancy sites relative to transcription start site (TSS) of annotated genes, reveled that 75% and 55% of Runx3 peaks in CD8-TC and NKC, respectively, were located more than 5 kb away from the nearest TSS, and 19%-32%, respectively, were >50 kb away from a TSS (Figure 1C). These results indicated that similar to Runx1 [14,15] and other transcription factors [16], Runx3 regulates a substantial fraction of its gene targets by long-range enhancer-promoter interactions. This notion is supported by the prominent (80-95%) overlap of Runx3 peaks with enhancer-enriched H3K4me1 marked regions in these cells (Figure 1B, D). Nevertheless, ~15% and ~32% of the peaks in CD8-TC and NKC, respectively, were located close to gene TSS (<1 kb upstream or downstream) in regions that could be considered as promoters (Figure 1C). 

The DNA sequence TGt/cGGt/c is considered the canonical RUNX motif [17]. We have found that ~90% of Runx3-bound regions in both cell types harbored a RUNX motif. The remote, enhancer regions were enriched for the 4 motif variants compared to genomic background, with the highest Z-score for TGTGGT (Figure 2A), whereas the proximal TSS bound regions were enriched for the TGCGGT and TGCGGC motif variants (Figure 2A). *De novo* motif finding analysis [18] identified enrichment for RUNX and ETS TF family motifs among Runx3-bound regions, as well as enrichment at promoter regions for the common SP1 motif (Figure 2B, C). These data indicate that Runx3 binding to its genomic motif in collaboration with Ets TF is the major event driving Runx3 transcriptional program in CD8-TC and NKC at the resting state. Indeed ChIP-seq-based prediction analysis of biological functions [19] revealed enrichment for ontology terms of immunity-associated functions, including T cell activation, cytokine production, decreased lymphocyte numbers, IL-2-mediated signaling, chemokine signaling and NKC mediated cytotoxicity (Table S1).

**Figure 2:**
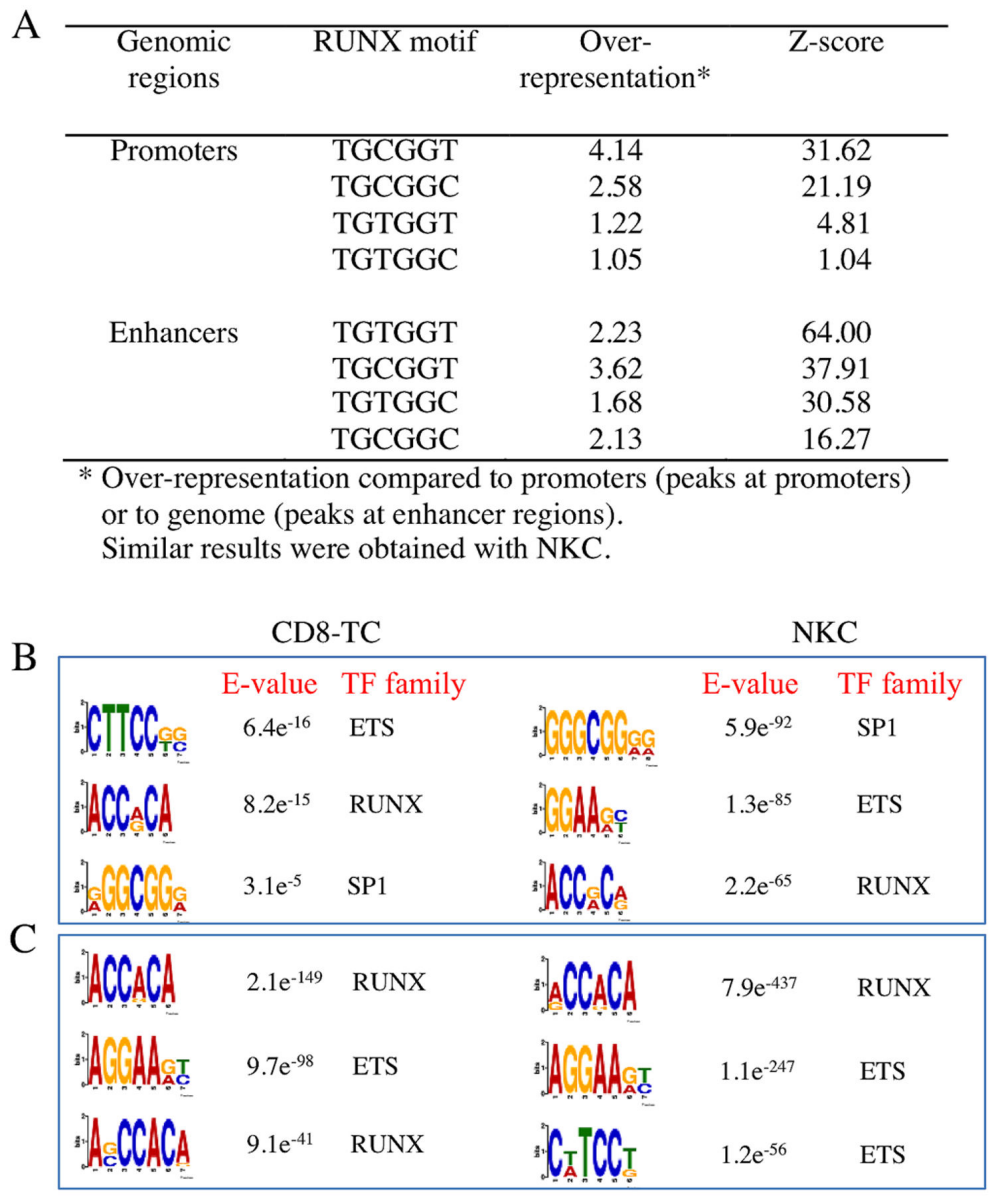
Enriched motifs within Runx3-bound regions in resting cells. (A) Overrepresentation of RUNX motif variants among Runx3-bound regions in CD8-TC. (B and C) Results of de novo motif finding analysis spanning Runx3-bound regions in CD8-TC and NKC. The 3 most enriched motifs in Runx3-bound promoter (B) and enhancer (C) regions are shown.

### Runx3-regulated genes in resting CD8-TC and NKC

Transcriptome analysis of Runx3^-/-^ vs. WT cells detected 609 and 1243 differentially expressed (i.e. Runx3-responsive) genes in resting CD8-TC and NKC, respectively, with ~60% and ~40% of these genes being down-regulated and up-regulated, respectively, in both cell types (Table S2). Cross analysis of Runx3-responsive with RUNX-motif-bearing Runx3-bound genes (thereafter defined as Runx-regulated) revealed a significant overlap (p<2.2E-16 in both Pearson Chi-square and Fisher exact tests). Specifically, the cross analysis identified 231 and 818 Runx3-regulated genes in CD8-TC and NKC, respectively (Table S3), comprising 38% and 68% of the Runx3-responsive genes in CD8-TC and NKC, respectively. This result suggests that at resting state a larger fraction of Runx3-responsive genes in NKC is directly regulated by Runx3 compared to CD8-TC. 

Only a handful of genes considered as Runx3-targets were previously reported to be affected by loss of Runx3 during CD8-TC development, including *Cd4* [5,6], *Zbtb7b*/*ThPOK* [20] and *Itgae/*CD103 [21,22]. *Cd4* and *Itgae* showed increased and decreased expression, respectively, upon loss of Runx3 (Tables S2, S3). *Itgae* was also Runx3-regulated in resting NKC (Tables S2, S3). There were 38 Runx3-regulated genes common to resting CD8-TC and NKC (Table S4), significantly higher (p=2.8E-16) than 11 common genes expected by chance, using the method described by Smid et al, 2003 [23].

### Activation of CD8-TC and NKC by IL-2 alters Runx3 genomic occupancy

Following encounter with foreign or infected cells, both cell types become activated and proliferate extensively in a cytokine-dependent manner. In view of their defective proliferation and maturation/activation phenotypes caused by Runx3 loss, we evaluated the impact of IL-2-induced activation on Runx3 binding as compared to the resting cells pattern. 

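Runx3 binding and H3K4me1 marking in IL-2-activated NKC were measured by ChIP-seq of splenic NKC cultured for 7 days with 1000 units/ml of IL-2. Runx3 was immunoprecipitated in 2 libraries and H3K4me1, a histone mark enriched at enhancers, in 1 library, and 2 libraries made with non-immune serum (NIS) served as control. The authors aligned the reads to the mouse genome (mm9), kept those that aligned uniquely, joined the reads of the Runx3 libraries and called peaks with MACS against NIS. Sequencing depth is stated in the paper's methods and cannot be read from the files. The peak lists hold only the chromosome, start and end of each peak, so peak height and the spread between the Runx3 libraries could not be measured from them, and every value below has no replicate error. The paper's methods and the sample labels differ on 2 points. The volume of antibody is 40 ul in the methods and 48 ul in the labels, and the methods speak of separately sequenced biological repeats where the labels list 1 H3K4me1 library. Peaks were compared with each other, with the genes of the GENCODE M1 annotation and with the sequence of the same genome build. The Runx3 list held 11676 peaks with a median width of 704 bp (25th to 75th percentile 592 to 834 bp), which covered 8.70 Mb or 0.330% of the chromosomes. The H3K4me1 list held 34204 peaks with a median width of 689 bp (25th to 75th percentile 525 to 965 bp), which covered 28.4 Mb or 1.07%. Joining peaks of one list that lay closer than 1 kb moved the H3K4me1 list most, to 23008 peaks, and left 11189 Runx3 peaks. Chromosome X held 60 Runx3 peaks and 51 H3K4me1 peaks.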

ChIP-seq analysis of IL-2-activated cells revealed changes in the number of Runx3-boud regions compared to their resting state (Figure 3A upper panels). IL-2-induction was associated with recruitment of Runx3 to 3600 and 1497 *de novo* genes in CD8-TC and NKC, respectively, and with loss of Runx3 binding to 1138 and 2906 genes, respectively (Figure 3A lower panels). For example, Runx3 was recruited to several *de novo* sites in regions spanning the *Gzme-Gzmc* and *Serpinb1c*-*Serpinb1b* loci in NKC and CD8-TC, respectively (Figure 3B), demonstrating the dynamic nature of Runx3 binding during IL-2-induced activation. 

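In IL-2-activated NKC, the Runx3 peaks were assigned to genes by the default rule of GREAT, in which a gene's domain runs from 5 kb upstream to 1 kb downstream of its TSS and extends to the neighbouring domains by up to 1000 kb. Of 22367 protein-coding genes, 9411 (42.1%) had at least 1 Runx3 peak in their domain. The median was 1 peak per bound gene and the maximum 32, with 4786 genes holding 1 peak and 914 holding 5 or more. Since domains of neighbouring genes overlap in intergenic regions, 9126 peaks fell in the domains of 2 or more genes, 2548 in that of 1 gene and 2 in none. The number of bound genes rests on this rule. It was 5867 when each peak was given to the nearest TSS within 50 kb.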

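The Gzme-Gzmc locus, on chromosome 14 from 56736456 to 56853493 in mm9, held 5 Runx3 peaks in IL-2-activated NKC, of which 4 contained a RUNX motif and 2 overlapped an H3K4me1 peak. Their centres lay 88 bp upstream of the TSS of Gzme (peak at 56739121 to 56739990), 70 bp upstream of that of Gzmd (56751270 to 56751760) and 38 bp upstream of that of Gzmc (56853247 to 56853814). None of these promoter peaks overlapped an H3K4me1 peak. The sequences around the RUNX motif closest to the centres of these peaks resembled each other: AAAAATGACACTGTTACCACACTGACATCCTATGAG at Gzme, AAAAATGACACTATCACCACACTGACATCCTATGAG at Gzmd and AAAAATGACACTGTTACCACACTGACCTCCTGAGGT at Gzmc, with the motif on the minus strand in each. Repeated sequence limits the reads that can align uniquely here. Of the 40-mers within 500 bp of the TSS, 72.5% were found once in the genome at Gzme, 68.4% at Gzmd, 72.0% at Gzmg, 77.7% at Gzmf, 88.6% at Gzmc and 100% at Gzmn. The remaining peaks lay in an intron of Gzmn (56786813 to 56787428, without a RUNX motif) and 6405 bp upstream of the TSS of Gzmn (56799511 to 56800170), and both overlapped H3K4me1 peaks, as the map of the locus shows.

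**Figure D1:**
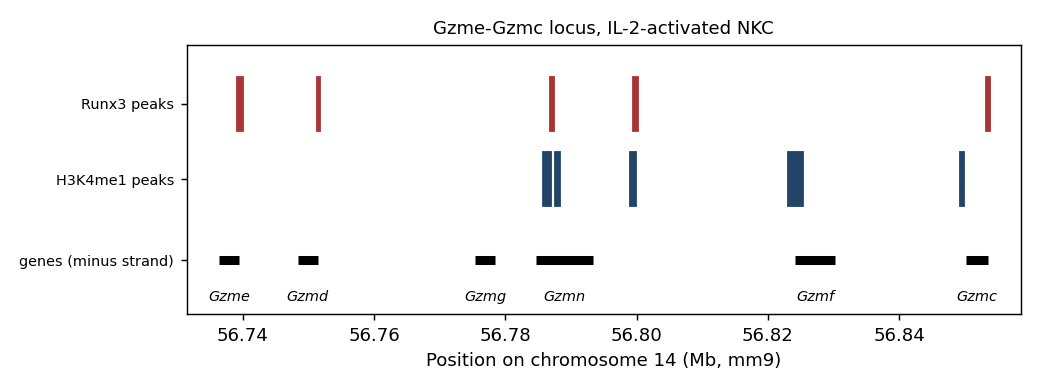
Runx3 peaks, H3K4me1 peaks and genes of the Gzme-Gzmc locus in IL-2-activated NKC, by position on chromosome 14 in Mb (mm9). The Runx3 peaks at Gzme, Gzmd and Gzmc sit at the right-hand end of these minus-strand genes, where their TSSs lie, and those at Gzmn lie on H3K4me1 peaks.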

The high overlap in Runx3 occupancy observed in resting NKC and CD8-TC was maintained in their activated state. In IL-2-activated CD8-TC, more than 50% of Runx3-bound regions (4801 out of 9135) overlapped with those of IL-2-activated NKC (Figure 3C upper panel) and significantly higher overlap (~80%; 6143 out of 7655) was noted in Runx3-binding to annotated genes (Figure 3C lower panel). Thus, despite the activation-induced changes in number and characteristics of the Runx3-bound genes the degree of overlap between CD8-TC and NKC was largely maintained at activated state. 

**Figure 3:**
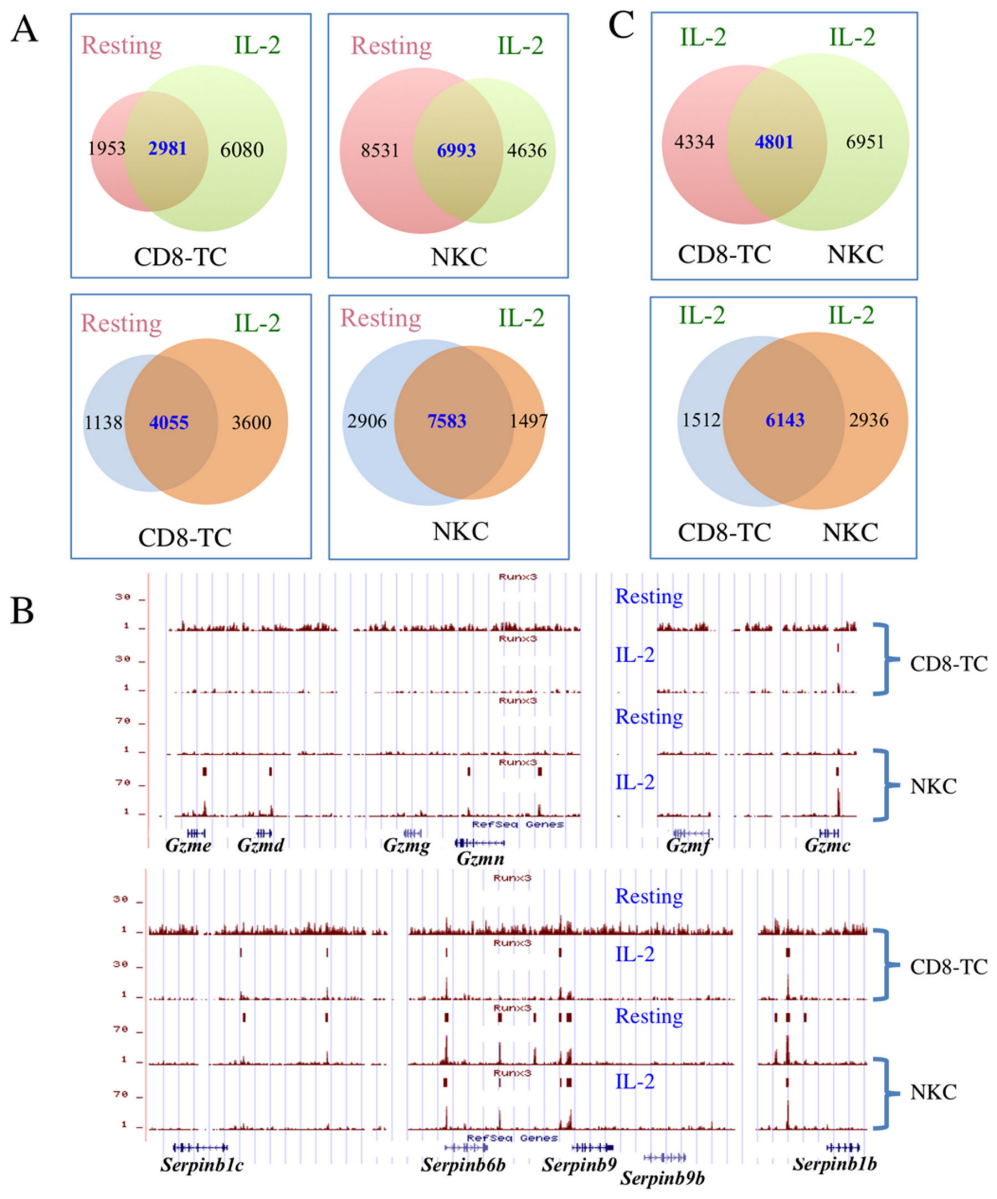
Runx3-bound regions and their corresponding annotated genes in IL-2-activated compared to resting CD8-TC and NKC. (A) Overlap of Runx3-bound (upper panels) regions or their corresponding genes (lower panels) in resting and IL-2-activated CD8-TC (left) or NKC (right). The genes corresponding to Runx3-bound regions were derived using GREAT [19]. (B) Recruitment of Runx3 to de novo IL-2-activated regions in Gzme-Gzmc (top) and Serpinb1c-Serpinb1b (bottom) loci, in NKC and CD8-TC, respectively. Brown tracing and rectangles represent Runx3 ChIP-seq wiggle files and the positions of Runx3 peaks, respectively, as in Figure 1. Note that some de novo Runx3-bound regions in Serpin genes in IL-2-activated CD8-TC appear to bind Runx3 in resting CD8-TC, but these regions are not scored by MACS as peaks in resting CD8-TC due to the higher background. (C) Overlap of Runx3-bound regions (upper panel) and their corresponding genes (lower panel) in IL-2-activated CD8-TC and NKC.

As in resting state, more than 90% of Runx3 peaks in IL-2 activated cells contained a canonical RUNX motif and motif finding analysis [18] revealed RUNX and ETS as the most enriched motifs in Runx3-bound regions (Figure S2A, B). 

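A RUNX motif, TGYGGY on either strand, was present in 11209 of the 11676 Runx3 peaks of IL-2-activated NKC, a share of 96.0% (95% Wilson interval 95.6 to 96.3). Windows of the same width 10 kb to either side of the peaks, of which 22676 overlapped no Runx3 peak and no gap in the genome sequence, contained it in 69.4% (68.8 to 70.0). The odds ratio was 10.6, with a p from Fisher's exact test (two-sided) too small for floating-point numbers to hold. In the central 200 bp, where width matters less, the shares were 77.0% and 29.1%. The peaks held a median of 3 motifs and the flanking windows 1. Enrichment of every 6-mer in the central 200 bp of the peaks was tested against the flanking windows, as a stand-in for de novo motif finding. With Benjamini-Hochberg adjustment at 0.05, 932 6-mers were enriched and 833 depleted. The 6-mer with the smallest p was ACCACA, the reverse complement of the RUNX variant TGTGGT, in 53.0% of peaks and 15.7% of windows (odds ratio 6.09). It was followed by CCACAG, AACCAC, GACCAC, CCACAA and CCGCAG, then by ACCGCA (11.2% and 1.72%), CGCCGC (8.81% and 0.842%) and GCCACA (29.9% and 13.1%). The 10th, AATAAA, was depleted (8.15% and 22.9%). Of the 4 6-mers that match the ETS motif MGGAAR, all 4 were enriched. The one with the smallest p was CGGAAG, in 10.8% of peaks and 3.10% of windows (odds ratio 3.79, adjusted p 1.93e-173), at rank 37 of the enriched 6-mers. ACTTCC, the reverse complement of GGAAGT and not a match to MGGAAR, was at rank 28, a comparison made after seeing the data.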

Interestingly, an AP-1 TF family motif was enriched in Runx3-bound enhancer regions in IL-2-activated NKC (Figure S2B) and RUNX-RUNX, ETS-RUNX and AP-1-RUNX modules were enriched in bound enhancer regions of both cell types (Figure S2C). These modules were significantly more enriched in the *de-novo-*IL-2 Runx3-bound regions as compared to resting cells (Figure 4). Together, these results suggest that Ets and AP-1 collaborate with Runx3 in transcription regulation at CD8-TC and NKC activated state. 

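Enhancer regions were taken as the 8726 Runx3 peaks of IL-2-activated NKC whose centres lay at least 1 kb from a TSS, with 16924 flanking windows as background. The tests of the AP-1 and ETS motifs by themselves were chosen after seeing the data. The AP-1 motif TGASTCA was found in 30.5% of these peaks (95% Wilson interval 29.5 to 31.5) and 12.1% of the windows (11.6 to 12.6), with an odds ratio of 3.19 (Fisher's exact test, two-sided, adjusted p 6.48e-270). The ETS motif was found in 90.6% and 84.3% (odds ratio 1.81, adjusted p 3.16e-47). In the 2950 peaks within 1 kb of a TSS, AP-1 was found in 13.7% and 13.5% of peaks and windows (odds ratio 1.02, adjusted p 0.791). In the central 200 bp the share at these proximal peaks was 4.92% against 3.72% (odds ratio 1.34, adjusted p 0.00959). The share in the central 200 bp of distal peaks was 15.3% against 3.29% (odds ratio 5.30, adjusted p 2.96e-248). The difference between proximal and distal peaks was not itself tested. Modules were counted as pairs of motifs up to 50 bp apart. At distal peaks, RUNX-RUNX was found in 48.1% of peaks and 10.0% of windows (odds ratio 8.32), ETS-RUNX in 59.2% and 25.9% (odds ratio 4.14) and AP-1-RUNX in 15.2% and 2.06% (odds ratio 8.54), each with an adjusted p too small for floating-point numbers to hold. At proximal peaks the modules were enriched as well, RUNX-RUNX with an odds ratio of 4.70, ETS-RUNX with 3.94 and AP-1-RUNX, in 5.42% of peaks and 2.17% of windows, with 2.58 (adjusted p 7.38e-15). In the central 200 bp of distal peaks the odds ratios were higher, 16.2 for RUNX-RUNX, 6.84 for ETS-RUNX and 21.3 for AP-1-RUNX. Every module holds a RUNX motif, and Runx3 peaks held more RUNX motifs than the windows. A module can therefore be enriched without any preferred spacing of its motifs. At proximal peaks AP-1-RUNX was enriched although AP-1 alone was not in whole peaks (odds ratio 1.02). Pairing beyond the separate frequencies of the motifs was not tested. From these motifs and modules, and from their greater enrichment at regions bound de novo after IL-2 treatment (Figure 4), the paper proposes that Ets and AP-1 factors act together with Runx3 in activated cells.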

**Figure 4:**
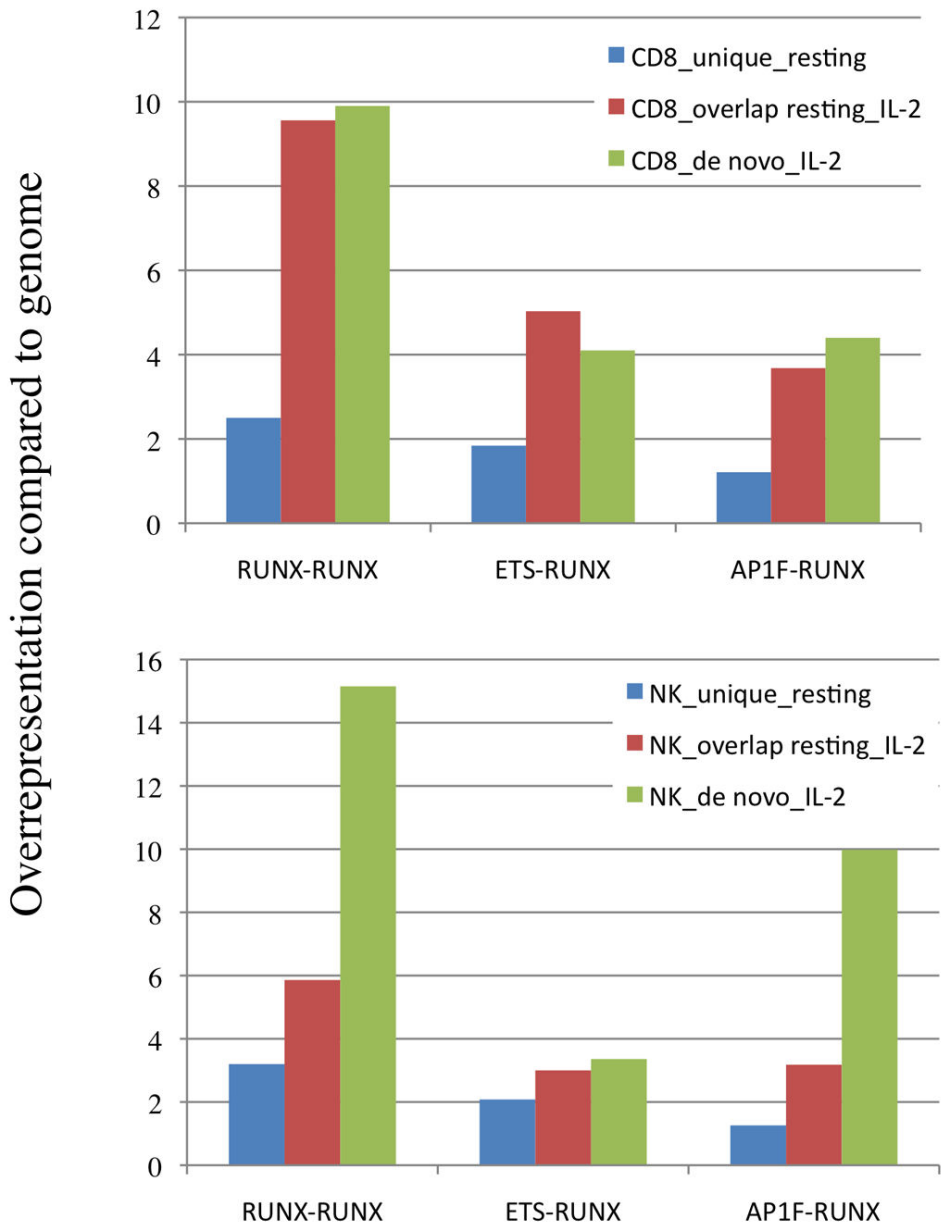
Increased enrichment of RUNX-RUNX, ETS-RUNX and AP1-RUNX modules in uniquely Runx3-bound regions of IL-2-activated compared to resting cells. Histograms show the degree of enrichment compared to genome of the above modules in Runx3 peaks unique to resting cells, overlapping peaks in resting and IL-2-activated cells and de novo peaks unique to IL-2-activated cells.

### IL-2 activated CD8-TC and NKC Runx3-occupied regions overlap with T-helper-specific enhancers

The observation that Runx3 occupies a large number of common genomic regions remote from gene TSS, suggested that these regions might function as CD8-TC/NKC enhancers. This possibility was supported by the finding of marked overlap (~50%) of IL-2-activated CD8-TC/NKC Runx3-bound regions with previously reported p300-bound [24] and T-bet TF-bound [25] regions in Th1 activated CD4^+^ T cells (Figure 5 A, B), manifested in a 65-75% overlap of the corresponding annotated genes. 

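In IL-2-activated NKC, 6727 of 11676 Runx3 peaks (57.6%, 95% Wilson interval 56.7 to 58.5) were centred more than 5 kb from the nearest TSS, against a mean of 83.5% when the peaks were shifted at random along each chromosome 10000 times (two-sided p 0.0001, the smallest p these shifts can give). Runx3 peaks were thus closer to TSSs than shifted ones. The share within 1 kb was 25.3%, between 1 and 5 kb 17.1%, between 5 and 50 kb 45.6% and beyond 50 kb 12.0%. With only the TSS of each protein-coding gene in place of all annotated TSSs, the share more than 5 kb away rose to 70.4%. An H3K4me1 peak overlapped 5651 Runx3 peaks (48.4%, 47.5 to 49.3), against a mean of 2.06% in the shifts (one-sided p 0.0001, again the smallest they can give). Overlap was more frequent at peaks at least 1 kb from a TSS, 5047 of 8726 (57.8%, 56.8 to 58.9), than at peaks nearer to one, 604 of 2950 (20.5%, 19.1 to 22.0). The odds ratio of proximal to distal peaks was 0.188 (Fisher's exact test, two-sided, p 5.59e-285). Around distal peaks, the share of positions inside an H3K4me1 peak was 34.4% at the Runx3 peak centre, and 40.4% and 39.3% at 500 bp to the left and the right, as drawn in the profile.

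**Figure D2:**
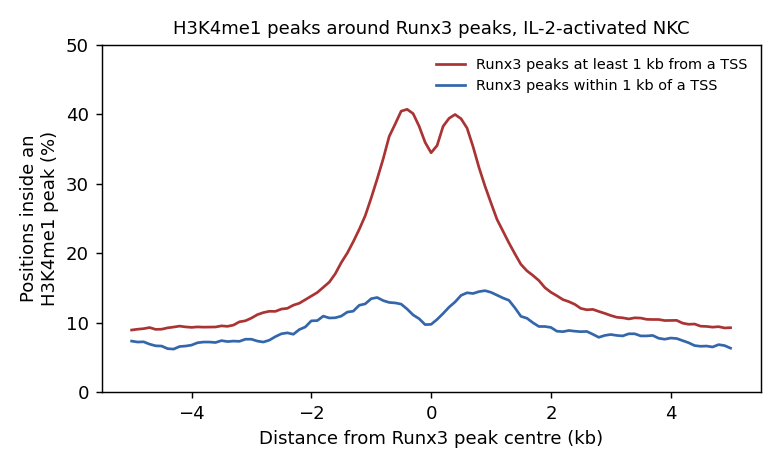
Percent of positions inside an H3K4me1 peak, by distance in kb from the centre of Runx3 peaks of IL-2-activated NKC, for peaks at least 1 kb from a TSS and peaks within 1 kb. The distal line is lower at the centre, 34.4%, than at 100 to 700 bp to either side, and falls below that level from 800 bp outward.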

**Figure 5:**
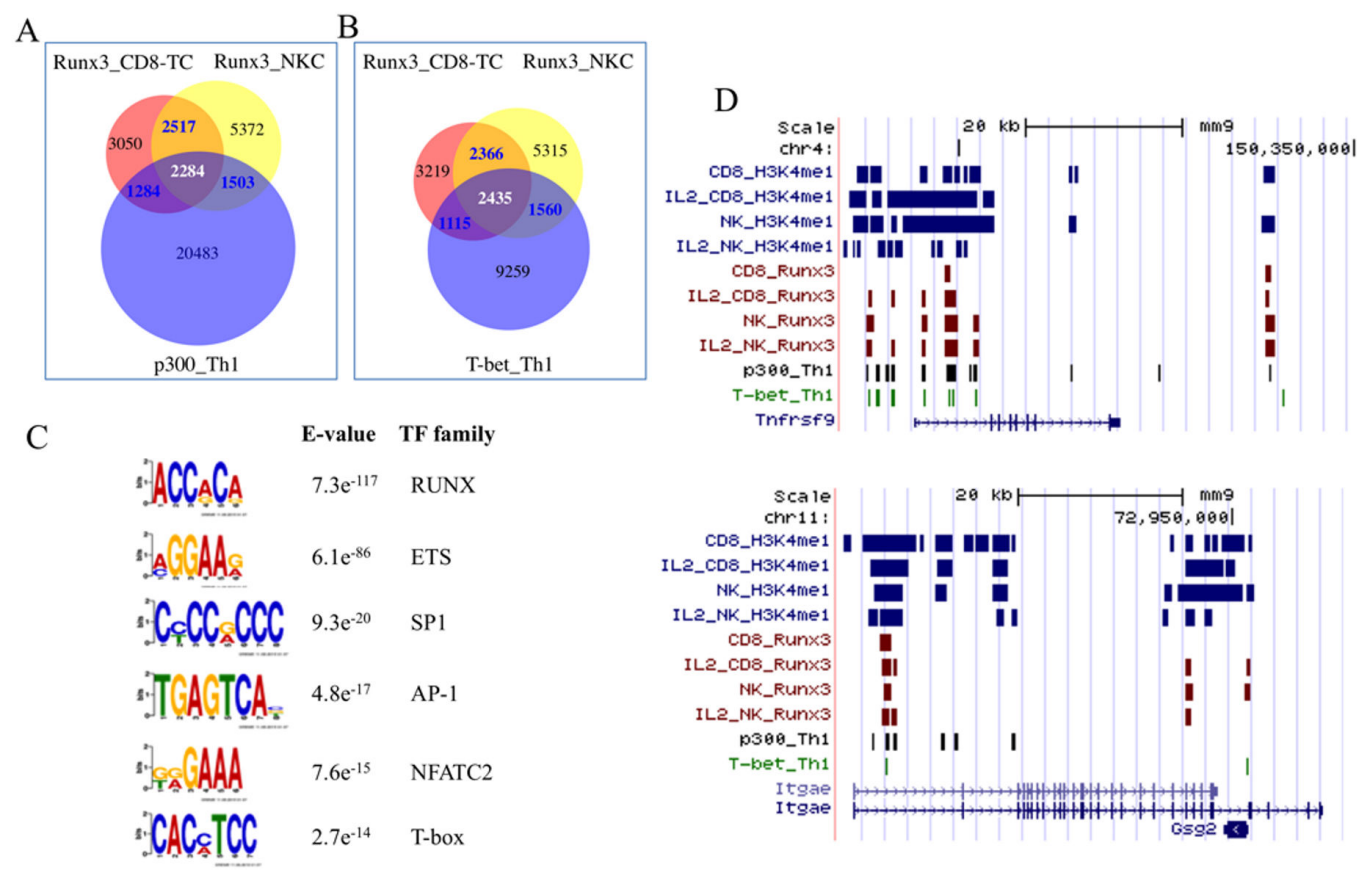
Overlap of Runx3-bound regions in IL-2-activated CD8-TC and NKC with p300 and T-bet-bound regions in Th1 cells. (A and B) Overlap of Runx3-bound regions in CD8-TC/NKC with p300 and T-bet peaks, respectively, in Th1 cells. The locations of Th1 p300 [24] and T-bet [25] peaks were obtained from processed data in public repository and these papers. (C) De novo found TF motif enrichment of overlapping CD8-TC/NKC Runx3-bound and Th1 T-bet-bound regions. (D) Examples of gene loci with overlap Runx3-bound and H3K4me1-marked regions in resting or IL-2-activated CD8-TC and NKC with p300 and T-bet-bound regions in Th1 cells.

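In IL-2-activated NKC, 7 Runx3 peaks lay in Tnfrsf9 (chromosome 4, 150288671 to 150320211 in mm9) and the 20 kb to either side, and all 7 contained a RUNX motif. The one nearest the TSS was centred 66 bp from it (150288241 to 150288969, without H3K4me1 overlap). The widest, 1632 bp, lay in an intron (150298070 to 150299701), contained 9 RUNX motifs and overlapped an H3K4me1 peak, as did the peaks at 150291260 to 150291974 and 150268957 to 150269814. The peak at 150338544 to 150339759, downstream of the gene, contained 6 motifs and overlapped none. At Itgae (chromosome 11, 72904085 to 72960948), all 3 Runx3 peaks lay in introns and overlapped H3K4me1 peaks. They spanned 72907674 to 72908682, 72908917 to 72909406 and 72944404 to 72945066, and the first pair lay inside a single H3K4me1 peak of 2812 bp (72907341 to 72910152).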

*De novo* motif finding analysis [18] revealed that these Runx3/T-bet overlapping regions were enriched for RUNX, ETS, AP-1, NFATC and T-box/ Eomes motifs (Figure 5C), suggesting cooperation of Runx3 and these other TFs in gene expression regulation of IL-2-activated CD8-TC, NKC and Th1. Runx3 expression in resting CD4^+^ T cells is quite low but induced in a T-bet-dependent manner upon activation and differentiation along the Th1 lineage [26,27]. Runx3 and T-bet then collaborate in regulating expression of *Ifnγ* and *Il4* in Th1 cells [26]. Runx3 also cooperates with T-bet and Eomes TFs in regulating CD8-TC maturation and function [7] and these TFs play role in maturation and function of NKC [9,28] and Th1 cells. It thus appears that Runx3 occupies a large number of enhancer regions to regulate CD8-TC/NKC gene expression in cooperation with additional lineage specific TF that also function in Th1 cells (Figure 5D). 

### Runx3-regulated genes in IL-2-activated CD8-TC and NKC

Transcriptome analysis revealed 501 and 3060 Runx3-responsive genes (Runx3^-/-^ vs. WT) in IL-2 activated CD8-TC and NKC, respectively (table S2), with a similar frequency of up- or down-regulated genes in both cell types (Table S2, Figure S3). Gene Set Enrichment Analysis (GSEA) [29] revealed a strong relationship between differentially expressed genes and Runx3 binding in both types of IL-2-activated cells (Figure 6). Cross analysis of Runx3-responsive with motif-bearing Runx3-bound genes revealed 341 and 1848 Runx3-regulated genes in IL-2-activated CD8-TC and NKC, respectively (table S3). Using quantitative PCR (qPCR) analysis we further validated Runx3 responsiveness of 7 genes in IL-2-activated CD8-TC (Figure S4). 

**Figure 6:**
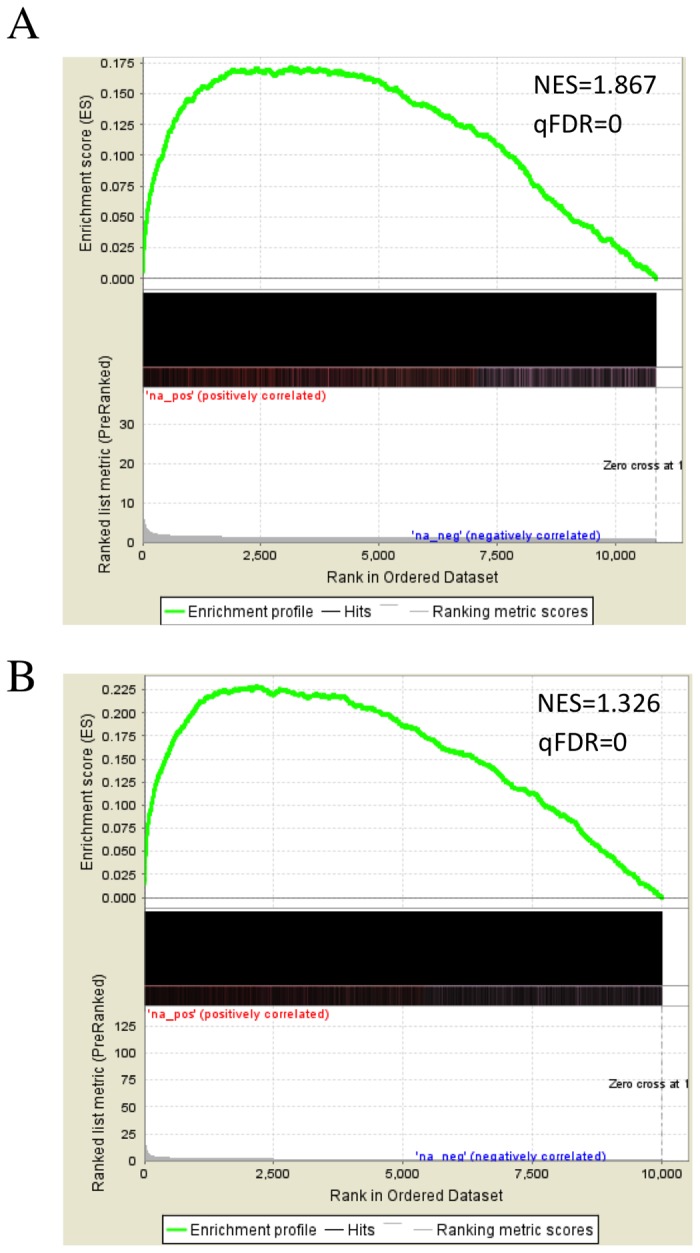
GSEA analyzed relationship of differential gene expression in WT/Runx3^-/-^ cells and Runx3-bound genes in IL-2-activated CD8-TC and NKC. (A and B) All microarray genes were pre-ranked according to absolute linear fold changes of WT vs. Runx3^-/-^ and statistical enrichment of Runx3-bound genes within the ranked list was evaluated in CD8-TC (upper panel) and NKC (lower panel). NES, normalized enrichment score.

Of the Runx3-regulated genes identified in IL-2 activated CD8-TC and NKC, a significant number (118) were common to both cell types (p=2.7E-41), compared to 37 common genes expected by chance (Figure 7A, table S4). This observation is consistent with the possibility that these genes were involved in producing the CD8-TC/NKC common phenotypic features in Runx3^-/-^ cells. The finding that loss of Runx3 affected 78% (92 of 118) of these genes in the same direction (up- or down-regulated) in both cell types (table S4) supports this possibility. Interestingly, 78 of the common Runx3-regulated genes (~66%) harbored Runx3-bound regions that overlapped with both T-bet and p300-bound regions in Runx3-expressing Th1 cells (Figure 7A) and 20 of them are TFs/regulators known to be involved in various aspects of hematopoiesis and immunity (Figure 7B). This frequency of TFs among the common Runx3-regulated genes in IL-2-activated cells is significantly higher (p=0.004126 and 0.007799 in Pearson Chi-square and Fisher exact tests, respectively) than TF frequency in mouse genome (~6.8%). Functional annotation of the 118 common Runx3-regulated genes in activated CD8-TC and NKC using Ingenuity Systems Pathway Analysis software (http://www.ingenuity.com), revealed enrichment for ontology terms including cellular growth and proliferation, cellular development, cell death and inflammatory response (Figure S5). Taken together, the results suggest that Runx3 plays an important regulatory role in IL-2-induced CD8-TC/NKC activation in inflammatory processes. 

**Figure 7:**
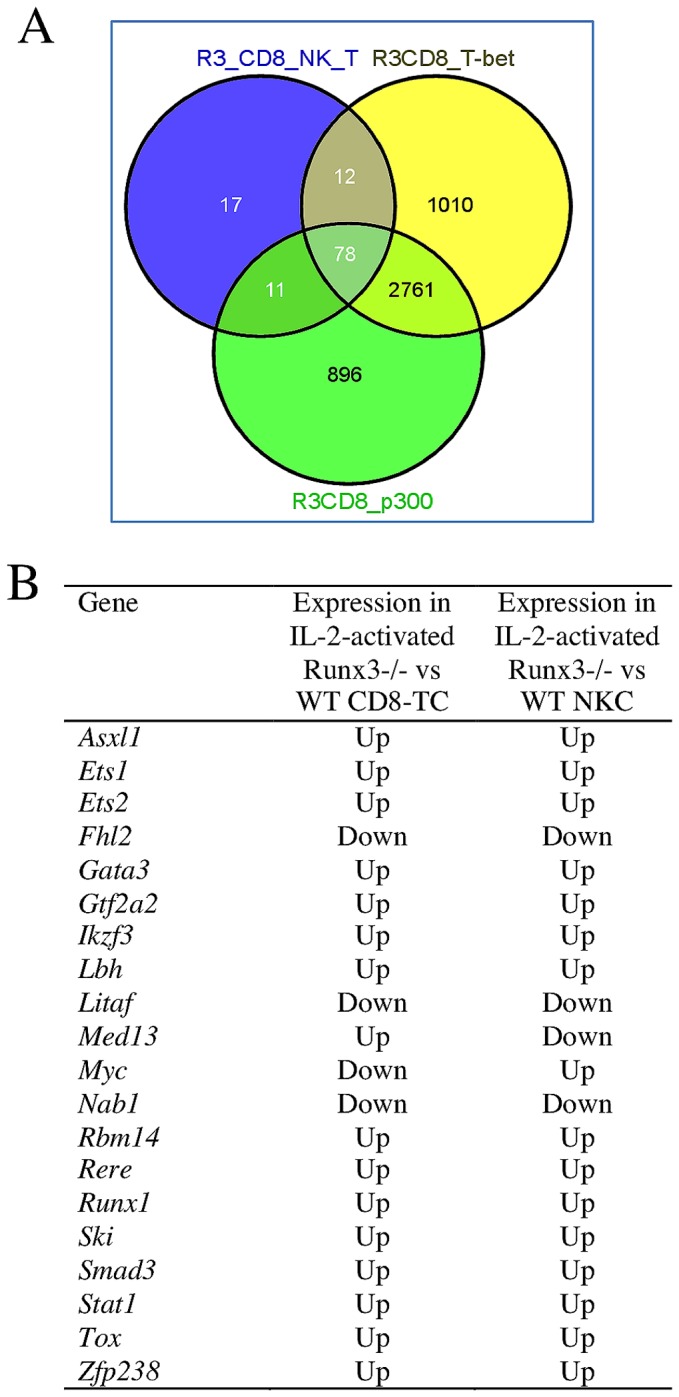
Common Runx3-regulated genes in IL-2-activated CD8-TC/NKC and T-bet/p300 bound genes in Th1. (A) The majority of the 118 common Runx3-regulated genes in IL-2-activated CD8-TC and NKC (R3_CD8_NK_T) harbor overlapping T-bet (R3CD8_Tbet) and p300 (R3_CD8_p300) bound regions in Th1 cells. (B) Transcription factors/regulators that are common Runx3-regulated genes in IL-2-activated CD8-TC and NKC.

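Each of the 20 genes of Figure 7B had a Runx3 peak with a RUNX motif in its domain in IL-2-activated NKC, and 16 had one that overlapped an H3K4me1 peak. The presence of a peak with a motif follows from how these genes were chosen. The paper counts a gene as Runx3-regulated only if it is Runx3-bound with a RUNX motif. The number of Runx3 peaks in the domain ranged from 1 to 30 with a median of 3. Runx1 had the most, followed by Myc with 13, Ets1 with 12, Smad3 with 10 and Litaf with 9. In 16 of the genes a peak lay in the gene or within 5 kb of it, and Ets2, Med13, Nab1 and Zfp238 had none there. The peak nearest to the TSS of Med13 was centred 28376 bp from it and that of Zfp238 12439 bp. The nearest peaks of Rbm14 and Gtf2a2 were centred 9 and 35 bp from the TSS.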

### Runx3-regulated genes and IL-2-activated CD8-TC and NKC proliferation

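The genes drawn in Figure 8A are Fhl2, Rab27b, Slc16a1, Tnfrsf9, Itgae, Kit, Myc, Pik3cg, Appl2, Myb, Il2ra, Styk1, Grap, Runx1, Smad3, Tspan32 and Inpp4b. The paper took them from its Runx3-regulated genes of activated CD8-TC and/or NKC, which by definition are bound with a RUNX motif. For those chosen in NKC, a peak with a motif is thus not an independent result. In IL-2-activated NKC, all 17 had at least 1 Runx3 peak with a RUNX motif in their domain, with a median of 4 peaks per gene, and 16 had a peak that overlapped an H3K4me1 peak. The exception was Rab27b, whose 3 Runx3 peaks, all in introns, overlapped none. In 12 of the 17 genes a Runx3 peak lay in the gene or within 5 kb. The domain of Kit held 8 peaks but none within 5 kb of the gene, and the nearest to its TSS was centred 87331 bp away. That peak (chromosome 5, 76057750 to 76058793) lay just outside the 5 kb limit, beyond the end of the gene at 76052747. The peak nearest to the TSS of Slc16a1 was farther, centred 126705 bp from it.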

A number of Runx3-regulated genes that could contribute to the impaired proliferation phenotype in IL-2-activated Runx3^-/-^ CD8-TC and/or NKC are described in Figure 8A. Upon loss of Runx3 a number of key proliferation-promoting genes including *Fhl2* [30], *Rab27b* [31], *Slc16a1* [32], *Tnfrsf9* [33], *Itgae* [34], *Kit* [35], *Myc* [36], *Pik3cg* [37], *Appl2* [38], *Myb* [39], *Il2ra* and *Styk1* [40] were down-regulated along with up-regulation of the several proliferation inhibitors such as *Grap* [41], *Runx1* [42], *Smad3* [43], *Tspan32* [44] and *Inpp4b* [45]. Several of these genes encode cell surface receptors and/or molecules that transmit either proliferation or anti-proliferation signals (Il2ra, Tnfrsf9, Kit, Styk1, Itgae, Slc16a1, Tspan32), others encode signaling/adaptor molecules (Pik3cg, Appl2, Rab27b, Grap, Inpp4b, Smad3) and the rest are TFs involved in proliferation control (Myc, Myb, Fhl2, Runx1). It thus appears that Runx3 regulates expression of multiple proliferation-regulating genes whose activity is exerted at major cellular compartments that transmit signals from the cell surface membrane to the nucleus. 

**Figure 8:**
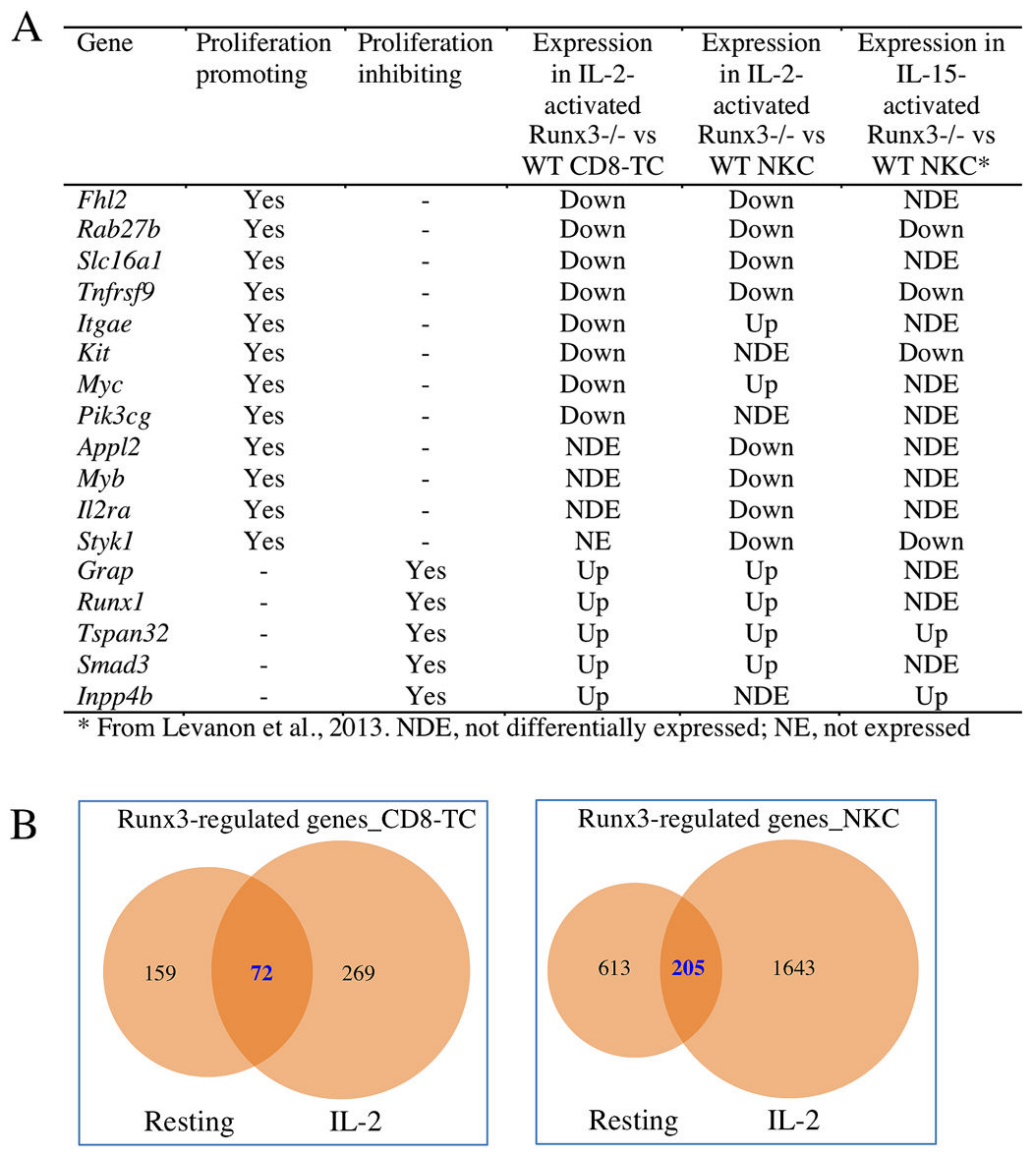
Proliferation-control Runx3-target genes in activated CD8-TC/NKC and common Runx3-regulated genes in resting and IL-2 activated cells. (A) Runx3-regulated genes that may be involved in the defective proliferation of IL-2-activated Runx3^-/-^ CD8-TC and NKC. (B) Comparisons of common Runx3-regulated genes in resting and IL-2-activated CD8-TC (left panel) or in resting and IL-2-activated NKC (right panel) reveal 72 and 205 common targets, respectively.

### Runx3-regulated genes in resting compared to IL-2-activated CD8-TC and NKC

Combined ChIP-seq and gene expression analyses revealed that the number of Runx3-regulated genes in IL-2 activated CD8-TC and NKC was 1.5- and 2.2-fold, respectively, higher than at the cell resting state (table S3). Of the Runx3-regulated genes in resting CD8-TC and NKC, 72 and 205 genes, respectively, were also found in IL2-activated cells (Figure 8B). These numbers (72 and 205) are significantly higher (p=2.3E-291 and p=4.3E-61, in CD8-TC and NKC, respectively) than 4 (CD8-TC) and 70 (NKC) common genes expected by chance. Overall the Runx3-mediated CD8-TC/NKC transcriptional program had higher overlap between IL2-activated cells compared to their resting state, reflected in number of shared Runx3-regulated genes and the higher proportion of similarly affected genes upon loss of Runx3 (table S4). 

## Discussion

T cells develop from CLPs via Notch1-Bcl11b-dependent pathway [46] and lack of Notch1 signaling, even after acquisition of a T cell fate, results in a change to a NKC fate [47]. Runx3 expression is induced during development of both CD8-TC [5,6,48] and NKC (unpublished data) and plays a role in regulating certain immune-associated functions in these cytotoxic cells including proliferation and expression of various maturation and activation-associated markers [6,7,21,22,49,50]. Because NK and T cells also show close similarity at the transcriptome level [51], we hypothesized that Runx3-dependent transcriptional programs in these two different cell types will have significant degree of common characteristics. 

### Similarity in CD8-TC and NKC genomic occupancy by Runx3

Runx3 occupies thousands of genomic loci in resting and IL-2-activated CD8-TC and NKC, reflecting a common property of many TFs, including the other two RUNX family members Runx1 [15,52] and Runx2 [53]. About 80% of Runx3-bound genes in CD8-TC overlapped those in NKC. The majority of Runx3-bound regions were distant from TSS and significantly overlapped with p300, and T-bet-bound enhancer regions in Runx3-expressing Th1 cells. These findings are compatible with the possibility that Runx3 plays an important role in regulating expression of the CD8-TC/NKC common genes as well as genes in Th1 cells via the shared enhancers.

### Ets-TFs emerged as a key Runx3 cooperator in driving the CD8-TC/NKC transcriptional program

About 90% of Runx3 peaks in resting and IL-2-activated CD8-TC and NKC harbor at least one RUNX motif that conforms to the canonical DNA sequence TGt/cGGt/c. Interestingly, the variant RUNX motifs were not distributed evenly in Runx3 peaks located at different genomic regions, rather the TGCGGt/c and TGTGGt/c variants were more prevalent at promoter and enhancer regions, respectively. These results indicated that Runx3 binds to DNA directly to canonical RUNX motifs. Indeed, *de novo* motif finding revealed that the most enriched motifs corresponded to these variant canonical RUNX motifs, as was also found for Runx1-bound regions in megakaryocytes [54] and for Runx3 peaks of *in vivo* IL-15-activated NK cells.

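Among Runx3 peaks of IL-2-activated NKC within 1 kb of a TSS, the variant TGCGGT was found in 42.1% of peaks (95% Wilson interval 40.4 to 43.9) and 6.85% of the flanking windows, and TGCGGC in 47.8% (46.0 to 49.6) and 7.44%. The variants TGTGGT and TGTGGC were found there in 52.7% and 50.7% of peaks and in 49.7% and 40.8% of windows. At peaks farther from a TSS, TGTGGT was found in 83.7% of peaks (82.9 to 84.5) and 44.5% of windows, TGTGGC in 60.0% and 38.2%, TGCGGT in 14.9% and 5.98% and TGCGGC in 9.59% and 6.15%. All 4 variants were enriched over the windows in both regions, and the weakest enrichment was that of TGTGGT at proximal peaks (odds ratio 1.13, Fisher's exact test, two-sided, adjusted p 0.00753). That enrichment depends on the part of the peak searched. In the central 200 bp its odds ratio was 1.94 (adjusted p 1.77e-33), and the weakest was then that of TGTGGC at proximal peaks (1.77). Compared directly, proximal against distal peaks, the odds ratio was 8.63 for TGCGGC, 4.16 for TGCGGT (adjusted p 2.78e-192), 0.686 for TGTGGC (adjusted p 1.92e-18) and 0.217 for TGTGGT (adjusted p 6.68e-233), a comparison chosen after seeing the data. The adjusted p of TGCGGC was too small for floating-point numbers to hold. TGCGGT and TGCGGC contain CG, and the variants were not tested against windows matched in GC content or against other promoters. How much of these differences follows from the base composition of sequence near TSSs therefore stays open.

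**Figure D3:**
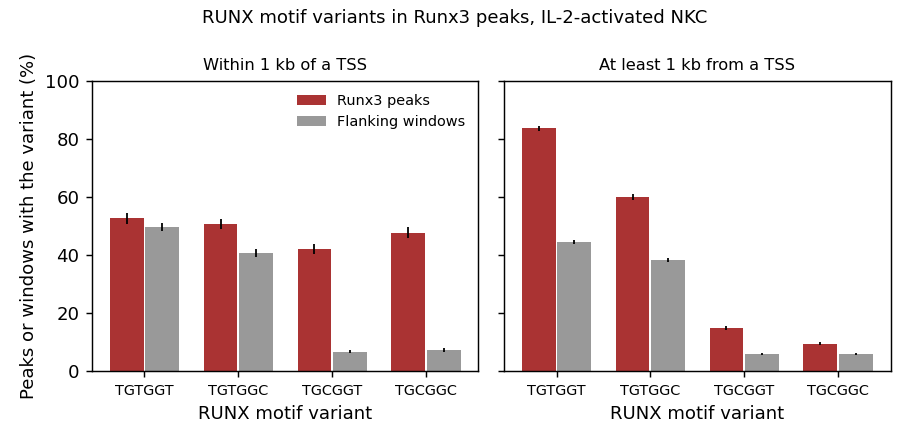
Percent of Runx3 peaks of IL-2-activated NKC and of their flanking windows that contain each RUNX motif variant, for peaks within 1 kb of a TSS and peaks farther away. Bars start at 0, with 95% Wilson intervals. Among the bars of the peaks, those of TGCGGT and TGCGGC are taller for proximal peaks, those of TGTGGT and TGTGGC for distal ones. The bars of the flanking windows are taller for proximal peaks with each variant.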

In addition to RUNX, Runx3-bound promoter and enhancer regions are enriched for ETS family motifs and *de novo* occupied regions that are unique to IL-2-activated cells are enriched for RUNX-RUNX and ETS-RUNX modules. These findings suggested that Runx3 and Ets family TFs cooperate in regulating common target genes in CD8-TC and NKC. This possibility is supported by observations that Runx family TFs [55] including Runx1 [15] and Runx2 [56,57] collaborate with ETS family members in other cell types. Of particular relevance to the RUNX/ETS cooperation notion is the mouse ENCODE project finding [58] that RUNX and ETS were among the most enriched motifs specifically in enhancer regions of hematopoietic organs including spleen, bone marrow and fetal liver. 

Various Ets family TFs were reported to participate in development and function of both CD8-TC and NKC [59-61]. We have now found that Runx3 either negatively or positively regulates several *Ets* family genes. For example, Runx3 repressed *Ets1* and *Ets2* in IL-2-activated CD8-TC and NKC (Figure 7B, tables S2, S3) as well as *Etv3* and *Etv6* in IL-2-activated NKC (tables S2, S3). 

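In IL-2-activated NKC, the domain of Ets2 held 7 Runx3 peaks, 6 with a RUNX motif, none of them in the gene or within 5 kb. The nearest (chromosome 16, 95991515 to 95991916) was centred 68034 bp downstream of the TSS and contained 10 motifs. The sequence around its motif closest to the centre, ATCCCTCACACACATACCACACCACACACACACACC, was made mostly of CA repeats. That count may thus come from repeated sequence, which was not tested. Ets1 had peaks in introns at 32469019 to 32469827 and 32517042 to 32518380 on chromosome 9, both with H3K4me1 overlap. The domains of Etv3 and Etv6 each held 2 Runx3 peaks. At Etv6 one lay in an intron (chromosome 6, 133997946 to 133998574) and overlapped an H3K4me1 peak, and at Etv3 the nearest to the TSS, centred 1614 bp from it (chromosome 3, 87327434 to 87327996), contained no RUNX motif and overlapped no H3K4me1 peak, while the other (87333316 to 87334007) contained 1 motif and overlapped one.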

Runx3 also repressed *Ets2* and *Elf1* in resting CD8-TC and NKC, respectively (tables S2, S3) and *Ets2* in IL-15-activated NKC (GEO (http://www.ncbi.nlm.nih.gov/geo/) GSE50131). On the other hand, Runx3 enhanced expression of the *Ets* family genes *Fli1, Gabpa* and *Gabpb1* in IL-2-activated NKC (tables S2, S3). Furthermore, in CD8-TC Ets1 transcriptionally activated *Runx3* expression [60]. Collectively, these findings suggest that Runx3 and Ets TFs not only cooperate in gene expression regulation in these cell lineages, but may also cross-regulate each other. This latter occurrence might have far reaching effects on cell biological characteristics upon loss of either of these TFs. 

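Fli1 had 8 Runx3 peaks in its domain in IL-2-activated NKC, all with a RUNX motif and 6 with H3K4me1 overlap. Of these, 7 lay in the gene or within 5 kb, all in introns, between 32307490 and 32347389 on chromosome 9. Gabpa had 2 peaks in its domain, the nearest centred 20226 bp from its TSS (chromosome 16, 84814579 to 84815309), and Gabpb1 had 1, centred 736 bp from its TSS (chromosome 2, 126500697 to 126501976). The peaks of Gabpa and Gabpb1 overlapped no H3K4me1 peak.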

We also noted that *Gata3* and *Runx1* are among transcriptionally repressed Runx3-regulated genes in IL-2-activated CD8-TC and NKC (Figure 7B, tables S3, S4), in line with the ability of Gata3 and Runx3 to negatively regulate each other during T cell development [62,63] and the ability of Runx members to cross-regulate each other and their mutually exclusive expression in various cell systems [1,64].

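Runx1 (chromosome 16, 92601712 to 92826311 in mm9) had 30 Runx3 peaks in its domain in IL-2-activated NKC, 29 with a RUNX motif and 24 with H3K4me1 overlap, and 14 of them lay in the gene or within 5 kb. The widest of these 14, 2031 bp (92823601 to 92825631), contained 21 RUNX motifs and was centred 1695 bp from the TSS. The sequence around its motif closest to the centre, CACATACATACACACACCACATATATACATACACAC, was made mostly of CA and TA repeats. The high count may thus come from repeated sequence, which was not tested. The peak nearest to the TSS was centred 150 bp from it (92825636 to 92826686) and overlapped no H3K4me1 peak. Gata3 had 2 Runx3 peaks in introns, at 9794117 to 9794885 and 9801054 to 9801584 on chromosome 2, neither overlapping an H3K4me1 peak.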

### AP-1 motif enrichment and AP-1/Runx3 co-occupancy in IL-2-activated cells

Runx3-bound enhancer regions in IL-2-activated NKC were enriched for the AP-1 TF family motif and the AP-1-RUNX module was highly enriched in the *de novo* Runx3-occupied regions unique to IL-2-activated CD8-TC and NKC compared to resting cells. Interestingly, p300-bound enhancer regions in T-helper cells are also enriched for both RUNX and AP-1 motifs [24] and so are Runx1-bound regions in differentiating megakaryocytic cells [15] and hemogenic endothelium cells [65]. These results suggest that Runx3 and AP-1 might collaborate and play a significant role in transcription regulation during IL-2-induced activation of CD8-TC and NKC. Such collaboration occurs between RUNX1 and AP-1 during differentiation of megakaryocytic cells [15] and between Runx2 and AP-1 in regulating expression of *Mmp13* in osteoblasts [66]. This scenario is supported by the induction and requirement of AP-1 transcriptional activity for TCR/CD28-induced activation and IL-2 expression [67]. 

AP-1 regulates expression of human *NKG2D* (mouse *Klrk1*) in both CD8-TC and NKC [68]. In both cell types Runx3 occupies *Klrk1*, which encodes a co-stimulatory receptor for CD8-TC [69], and *Klrk1* is among Runx3-regulated genes in IL-2-activated CD8-TC that are down regulated in Runx3^-/-^ cells (table S3). 

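Klrk1 (chromosome 6, 129560341 to 129573882 in mm9) had 2 Runx3 peaks in its domain in IL-2-activated NKC, both with a RUNX motif and neither with H3K4me1 overlap. One was centred 132 bp upstream of the TSS (129573640 to 129574388, 2 motifs) and the other 15261 bp downstream of it, beyond the end of the gene (129558332 to 129558909, 4 motifs).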

*Fhl2*, which is Runx3-bound and down regulated in Runx3^-/-^ IL2-activated CD8-TC and NKC (tables S3, S4), is a known transcriptional co-activator of AP-1 [70]. 

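Fhl2 (chromosome 1, 43179919 to 43220806 in mm9) had 7 Runx3 peaks in its domain in IL-2-activated NKC, all with a RUNX motif and 4 with H3K4me1 overlap. The peak at the start of the gene (43219662 to 43221126) was 1465 bp wide, was centred 412 bp from the TSS and contained 7 motifs. It overlapped an H3K4me1 peak, as did that in an intron at 43195098 to 43195783 with 5 motifs, whereas the peak at 43201271 to 43201873 did not.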

Fhl2 interacts with Runx2 and increases its transcriptional activity [71], while Runx1 and Traf6 transcriptionally activate Fhl2 via the RUNX response element in its promoter [72]. Together, these results suggest that Runx3-dependent transcriptional activation of *Fhl2* during in IL-2-activated CD8-TC and NKC might facilitate regulation of other genes by the combined activity of Runx3 and AP-1.

### Runx3 regulates common genes in CD8-TC/NKC resting and IL-2-activated states

The landscape of Runx3 genomic binding in CD8-TC/NKC suggested its involvement in regulating activation, proliferation, migration and cytotoxicity. We have identified a Runx3-regulated gene subset common to CD8-TC and NKC and found a 3-fold higher number of common genes at IL-2-activated compared to resting state. This finding corresponds with the more prominent Runx3^-/-^ phenotype of IL-2-activated cells and *in vivo* IL-15-activated NKC compared to resting state. 

A number of Runx3-regulated genes identified in IL-2-activated CD8-TC and/or NKC could be involved in the attenuated proliferation of IL-2-activated Runx3^-/-^ versus WT cells. It is interesting to note that six of these genes were also identified as Runx3-regulated in *in vivo* IL-15-activated NKC (Figure 8A) and their expression in Runx3^-/-^ cells was affected in the same direction as in IL-2-activated CD8-TC and/or NKC (Figure 8A). Thus, while IL-2 and IL-15 transcriptional programs in NKC may be somewhat different (unpublished data), it appears that a subset of Runx3-regulated genes contributes to the attenuated proliferation of Runx3^-/-^ NKC in response to both cytokines. 

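In IL-2-activated NKC, the Runx3 peaks of Rab27b lay on chromosome 18 at 70205414 to 70206005, 70221828 to 70222295 and 70260960 to 70261472, the last centred 40043 bp downstream of the TSS. Tspan32 had 3 Runx3 peaks in its domain, 2 with H3K4me1 overlap. The one in the gene (chromosome 7, 150195566 to 150196490) lay in an intron, centred 5077 bp from the TSS, and overlapped an H3K4me1 peak.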

Of particular interest are 3 Runx3-regulated genes, *Rab27b*, *Tnfrsf9* and *Tspan32*, of which the former two proliferation-promoting genes are down regulated and the latter proliferation-inhibitor is up regulated upon loss of Runx3 in activated CD8-TC and NKC. *Rab27b* encodes a small GTPase that regulates vesicle trafficking in the exocytic secretory pathway in various cell types and when overexpressed it promotes G1/S transition and cell proliferation [31]. Although no information is available about *Rab27b* role in CD8-TC or NKC, its reduced expression in Runx3-deficient cells might have an impact on their proliferation. *Tnfrsf9* encodes a TNF family receptor whose ligation in T cells activates the PI3K/Akt pathway, which subsequently results in highly concentrated depots of PI3K and Akt in close proximity to TCR signaling units [73] and stimulates their proliferation [33]. In NKC, Tnfrsf9 promotes IL-2/15-induced proliferation [74], which involves MAPK signaling [75]. Tspan32 is a member of the tetraspanin family of cell membrane proteins that interact with key leukocyte receptors and other surface proteins and organize them into functional microdomains that activate downstream signaling pathways [76]. Although the nature of the Tspan32-induced signaling pathway(s) is not known, the enhanced lymphocyte-proliferation phenotype in Tspan32-deficient cells [44] suggests that it transmits negative signals for proliferation. 

Finally, it should be noted that gene expression during activation, proliferation and differentiation is a highly dynamic temporal process and so is the pattern of Runx3 genomic binding. Therefore, it is quite possible that a different set of Runx3-regulated genes might be identified at other time windows after induction of cell activation than those we have analyzed in the present experiments. 

## Conclusions

The cytotoxic lymphocytes CD8-TC and NKC constitute an important immune defense system against infected and tumor cells. Runx3 TF is highly expressed in these cells and its loss affects their development and functions. Like other TFs that participate in their development, the transcriptional program of Runx3 in CD8-TC and NKC was largely unknown and here we provide a whole-genome insight into its role in the physiology of these cells. We have identified hundreds of previously unknown Runx3 target-genes; singled out a set of Runx3 targets common to both cell types and highlighted its potential collaborating TFs and the special importance of Runx3-regulated genes in cytokine-induced proliferation of activated cells. The data constitute a comprehensive resource for further studies with other TFs that collaborate with Runx3 in regulation of CD8-TC and NKC development and activation.

## Materials and Methods

### Cells and cell culture

CD8-TC were isolated from spleen of WT ICR mice using anti-CD8 magnetic beads according to manufacturer instructions (BD Biosciences) yielding a highly enriched population (~95%) of CD3^+^CD8-TC. In Runx3-/- mice, the anti-CD8 separated spleen cells contained ~20% of CD8^+^CD11c^+^ dendritic cells, which were removed by FACS sorting. NKC from WT and Runx3-/- spleens were enriched by negative selection using NK isolation kit (R&D systems Inc., USA) and FACS sorted to obtain DX5^+^ cells. Freshly isolated cells were defined as resting CD8-TC and NKC. CD8-TC (8x10^5^ cells/ml) were activated for 2 days using anti-CD3e (eBioscience, Inc., USA, 1 mg/ml) coated plates plus soluble anti-CD28 (eBioscience, Inc., USA, 1 mg/ml) as described [7]. Cells were then diluted to 5x10^3^ cells/ml and cultured for 4 days in the presence of 100u/ml recombinant human recombinant interleukin 2 (IL-2) (Biological Industries, Beit Haemek, Israel). NKC were activated by culture for 7 days in the presence of 1000 units/ml IL-2 or mouse IL-15 (Peprotec, Israel). At the end of culture >98% of cells were CD3^+^CD8-TC and NKp46^+^ NKC. These experiments were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Weizmann Institute of Science (Permit Number: 01190113-2). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### ChIP-seq processing and data analysis

ChIP was performed essentially as described [15]. Briefly, cross-linked chromatin from ~3-5x10^7^ resting or IL-2-activated CD8-TC or NKC, was fragmented to an average size of ~200-400 bp by 22-40 cycles of sonication (30 sec each) in 15 ml tubes using the Bioraprtor UCD-200 sonicator (Diagenod, US). For ChIP, 40 ul of anti-RUNX3 [10] or anti-monomethyl-Histone H3 (Lys4) (Millipore, US) antibodies were added to diluted and fragmented chromatin. Rabbit non-immune serum (NIS) was used as a control. DNA was purified using QIAquick spin columns (QIAGEN, US) and sequenced with Illumina genome analyzer IIx, according to manufacturer instructions. Two biological repeats were conducted and separately sequenced. For ChIP-seq analysis, Illumina sequencing short reads (40-42 bp) were aligned to the mouse genome (mm9) using the ELAND program (Illumina) and only uniquely aligned reads were further analyzed. Peaks were determined with MACS [77] version 1.4 on joined reads from both biological repeats, using NIS as control and scaling the large dataset to the small dataset. Peak calling by MACS is done using a dynamic Poisson distribution to effectively capture local genome sequence biases, which in the shown analysis were computed using the control (NIS) background. The numbers of uniquely aligned reads after MACS filtration for NIS, Runx3 and H3K4me1 were: 30.9, 32.8 and 32.5 million, respectively, in resting CD8-TC; 26.3, 25.5 and 29.8 million, respectively, in resting NKC; 6.2, 7.6 and 12.5 million, respectively, in IL-2-activated CD8-TC; and 11.2, 18.8 and 11.5 million, respectively, in IL-2-activated NKC. Genomic Regions Enrichment of Annotations Tool (GREAT) algorithm [19] with default parameters was used to determine the genes corresponding to Runx3-bound peaks and the distance of these peaks from TSS of RefSeq genes. The coordinates of the p300 and T-bet bound regions were obtained from processed data in public repository and the relevant references 24] and [25, respectively. Overlapping peaks between different treatments and/or cell types were determined with Genomatix Genome Analyzer (http://www.genomatix.de/solutions/genomatix-genome-analyzer.html) using the Bed-file tool at default parameters. 

### Enriched motifs in Runx3 peaks

To find peaks with the consensus RUNX motif TGt/cGGt/c we used CisGenome (http://www.biostat.jhsph.edu/~hji/cisgenome/). Overrepresentation of each of the alternative RUNX motifs and RUNX-containing modules, in which the 2 TF motifs are up to 50 bp apart, was determined with Genomatix and denovo motif discovery in Runx3 peaks was carried out using MEME-ChIP [18]. 

### Microarray processing and analysis

RNA and was isolated using the RNeasy Micro kit (Qiagen), according to manufacturer instructions. Purified RNA was reverse-transcribed, amplified and labeled with Affymetrix GeneChip whole transcript sense target labeling kit. Labeled cDNA (3 biological repeats) from WT and Runx3-/- CD8-TC and NKC was analyzed using Affymetrix mouse gene ST 1.0 and A430.2 microarrays, respectively, according to manufacturer instructions. Microarrays were scanned by GeneChip scanner 3000 7G and statistical analysis of data was performed using the Partek® Genomics Suite (Partek Inc., St. Louis, Missouri 63141) software. CEL files (containing raw expression measurements) were imported to Partek GS and data was preprocessed and normalized using the RMA (Robust Multichip Average) algorithm [78] with GC correction or GC-RMA for CD8-TC and NKC, respectively. To identify differentially expressed (DE) genes fold changes were calculated. Gene lists were created by filtering the genes based on a cutoff of 1.5-fold, p-value <0.05 and signal above background in at least one microarray. All microarray and Chip-seq data are available in the GEO public database under accession number GSE50131.

### Statistical and GSEA analyses

The association between 2 variable gene sets, such as differentially expressed genes and Runx3-bound genes, was tested using 2x2 contingency tables with R commander in R statistical software package. The significance of an overlap between 2 similar gene sets, such as Runx3-regulated genes, was carried as described in [23]. GSEA analysis of the relationship between differentially expressed (Runx3^-/-^ versus WT) and Runx3-bound genes was done according to Subramanian et al., 2005 [29]. All microarray genes of IL-2-activated CD8-TC and NKC were first pre-ranked according to absolute linear fold changes of Runx3^-/-^ versus WT expression values and statistical enrichment of Runx3-bound genes within the ranked list was evaluated.

### Real-time reverse transcriptase quantitative PCR (RT-qPCR)

RNA was purified from IL-2-activated WT and Runx3-/- CD8-TC as described above and an equal amount of RNA from the 3 biological repeats was mixed and reverse transcribed with Omniscript^TM^ RT kit (Qiagen). Two RT cDNA reactions were prepared for each RNA sample and then mixed to reduce variability. qPCR was performed using light cycler 480 (Roch, US) with 480 SYBR Green I master (Roch) with Tm 61°C, using *Actb* as calibrator. Fold change between Runx3-/- and WT expression was calculated using Excel-based REST software. The primers used are listed in table S5. 

## Supporting Information

Figure S1 **Western analysis of Runx3 immunoprecipitation (IP).** Anti-Runx3 antibody (Poly-G), but not non-immune serum (NIS), immunoprecipitated Runx3 (left panel) but not GAPDH (right panel) from whole cell extract (WCE) of spleen CD8-TC. Anti-Runx3 (Poly-G) Immunoprecipitated material was analyzed by Western blotting using monoclonal mouse monoclonal anti-Runx3 or anti-GAPDH antibody.
(TIF) Click here for additional data file.

Figure S2 ***Denovo* motif finding and RUNX-containing modules in Runx3-bound regions of IL-2-activated CD8-TC and NKC.** Top 3 motifs in Runx3 occupied promoter (A) or enhancer (B) regions. (C) Enrichment of RUNX-containing modules in Runx3-bound enhancer regions in IL-2-activated CD8-TC and NKC.
(TIF) Click here for additional data file.

Figure S3 **Scatter plot comparing gene expression of IL-2-activated Runx3^-/-^ vs.** **WT CD8-TC and NKC**.
Red and blue dots mark up- or down-regulated genes, respectively, in Runx3^-/-^ vs. WT cells (1.5-fold). Examples of Runx3-regulated genes are indicated.
(TIF) Click here for additional data file.

Figure S4 **Quantitative RT-PCR analysis of 7 Runx3-regulated genes in IL-2-activated Runx3^-/-^ vs.** **WT CD8-TC**.
The 4 down-regulated and 3 up-regulated genes in Runx3^-/-^ vs. WT showed the same pattern as in the microarray analysis. Data represent mean± SE of two independent assays.
(TIF) Click here for additional data file.

Figure S5 **Ingenuity enriched ontology terms of Runx3-regulated genes common to IL-2-activated CD8-TC and NKC.**
(TIF) Click here for additional data file.

Table S1 **Predicted biological functions of Runx3.**
(DOC) Click here for additional data file.

Table S2 **Microarray differentially expressed genes in Runx3^-/-^ versus WT resting and IL-2-activated CD8-TC and NKC.**
(XLS) Click here for additional data file.

Table S3 **Lists of Runx3-regulated genes in resting and IL-2-activated CD8-TC and NKC.**
(XLS) Click here for additional data file.

Table S4 **Lists of Runx3-regulated genes that are common to CD8-TC and NKC.**
(XLS) Click here for additional data file.

Table S5 **Sequence of primers used for qPCR analysis.**
(DOC) Click here for additional data file.

# Supplementary material for: Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes
**Source:** PLoS One. 2013 Nov 13;8(11):e80467. doi: 10.1371/journal.pone.0080467
**Supplement:** Table S1 — Predicted biological functions of Runx3.

**Table S1** Predicted biological functions of Runx3

| Ontology | Term name | Binom FDR q-value | Binom Fold-enrichment | Hyper FDR q-value | Hyper Fold-enrichment |
| --- | --- | --- | --- | --- | --- |
| GO biological process | T cell activation | 2.72e-37 | 2.70 | 1.86e-15 | 2.31 |
|  | Regulation of cytokine production | 7.10e-27 | 2.23 | 2.35e-6 | 1.58 |
|  | Lymphocyte differentiation | 8.68e-27 | 2.38 | 1.35e-10 | 2.10 |
|  | Regulation of immune response | 1.07e-24 | 2.16 | 3.27e-9 | 1.71 |
|  | Immune effector process | 2.48e-22 | 2.57 | 1.95e-3 | 1.52 |
| Mouse phenotype | Abnormal adaptive immunity | 1.63e-116 | 2.12 | 4.58e-44 | 1.73 |
|  | Abnormal T cell physiology | 1.67e-113 | 2.71 | 9.07e-46 | 2.12 |
|  | Decreased lymphocyte cell number | 8.72e-98 | 2.36 | 4.21e-31 | 1.81 |
| Panther pathway | Inflammation mediated by chemokines and cytokine signaling pathway | 1.39e-20 | 2.15 | 1.22e-7 | 1.71 |
|  | T cell activation | 2.62e-11 | 2.44 | 2.24e-5 | 2.07 |
|  | Apoptosis signaling pathway | 3.18e-10 | 2.28 | 3.46e-2 | 1.47 |
|  | Interleukin signaling pathway | 2.99e-8 | 2.16 | 2.94e-2 | 1.54 |
| Pathway commons | TCR signaling in naïve & activated CD8+ T cells | 5.90e-49 | 3.82 | 1.25e-20 | 2.76 |
|  | CXCR4 mediated signaling events | 9.14e-46 | 3.09 | 3.21e-19 | 2.38 |
|  | IL-2 mediated signaling events | 6.49e-26 | 2.99 | 8.81e-10 | 2.21 |
| MSigDB pathway | Genes involved in signaling in immune system | 3.37e-28 | 2.12 | 2.51e-11 | 1.78 |
|  | Genes involved in TCR signaling | 5.19e-27 | 3.79 | 7.21e-9 | 2.74 |
|  | Natural killer cell mediated cytotoxicity | 2.19e-18 | 2.83 | 4.62e-6 | 1.98 |
|  | Chemokine signaling pathway | 5.78e-14 | 2.14 | 6.23e-4 | 1.56 |

Runx3-bound regions from resting CD8-TC were analyzed by GREAT. Similar results were obtained with resting NKC and with IL-2-activated CD8-TC and NKC.

# Supplementary material for: Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes
**Source:** PLoS One. 2013 Nov 13;8(11):e80467. doi: 10.1371/journal.pone.0080467
**Supplement:** Table S5 — Sequence of primers used for qPCR analysis.

**Table S5**. **Sequence of primers used for qPCR analysis**

| **Gene name** | **Sequence - 5’ - 3’** |
| --- | --- |
| *Cables1* | F-ttttccgtgctgccgtatcg  R-gttccacaccttcaaggcca |
| *Fasl* | F-tccgtgagttcaccaaccaaa  R-gggggttccctgttaaatggg |
| *IL7r* | F-ggatgggatcctgtcttgcc  R-gatcggggagactaggccat |
| *Itgae* | F-cctgtgcagcatgtaaaagaatg  R-caaggatcggcagttcagatac |
| *Lrig1* | F-ttgaggacttgacgaatctgc  R-cttgttgtgctgcaaaaagagag |
| *Tnfrsf9* | F-cgtgcagaactcctgtgataac  R-gtccacctatgctggagaagg |
| *Tspan32* | F-tgcgctattgggccttcttatg  R-caccaggatgcagaatgacag |
| *Actb* | F-ggctgtattcccctccatcg  R-ccagttggtaacaatgccatgt |

How the deposited data were processed for this re-analysis (not part of the article)

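Runx3 and H3K4me1 peaks of IL-2-activated NKC were re-analysed from 2 peak lists. ChIP-seq had been done on splenic NKC cultured for 7 days with 1000 units/ml of IL-2, with 2 Runx3 libraries, 1 H3K4me1 library and 2 libraries of non-immune serum (NIS). The authors aligned the reads to mm9 with ELAND, kept uniquely aligned reads and called peaks with MACS against NIS on the joined reads, with the larger dataset scaled to the smaller. The deposited values are the start and end of each peak in bp, with no score, fold or p-value per peak and no values per library. Resting NKC, CD8-TC and the microarrays were not analysed here.

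Starts were counted from 0 in the lists and are given from 1. Genes, TSSs and the sequence were those of GENCODE M1 on the same genome build, in place of the RefSeq genes the paper names. Peaks were compared on the 19 autosomes and chromosome X. Overlap needed 1 bp. Chance levels of overlap and of TSS distance came from 10000 random circular shifts of the Runx3 peaks along each chromosome, which keep widths and spacing. A Runx3 peak was called proximal when its centre lay within 1 kb of a TSS and distal otherwise, and lying between H3K4me1 peaks when its centre was outside them with one within 2 kb on both sides. Genes were assigned by the GREAT rule (5 kb upstream, 1 kb downstream, extension of up to 1000 kb) applied to protein-coding genes.

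Motifs were RUNX (TGYGGY), ETS (MGGAAR) and AP-1 (TGASTCA) on either strand. Backgrounds were windows of the peak's width 10 kb to either side, without overlap with Runx3 peaks and without unknown bases, and for the alternatives 1 window per peak chosen as the closest in GC content of up to 40 random windows of the same chromosome. Mean GC content was 50.7% in Runx3 peaks, 45.5% in flanking windows and 49.4% in GC-matched windows. Every 6-mer, counted together with its reverse complement, was tested in the central 200 bp. MEME-ChIP, CisGenome and Genomatix, which the paper used, were not used here. Shares were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment within each family (6-mers, variants in both regions, modules, and the ETS and AP-1 motifs), and are given with 95% Wilson intervals, which cover counting error only. Peaks are not independent replicates, so the p-values describe these lists.

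The genes named are those the paper names or draws for IL-2-activated NKC. The 10 6-mers with the smallest p were named by a rule set before the data were examined. That rule also asked for the widest H3K4me1 peaks, which are not reported here, and for the 5 Runx3 peaks with the highest score, which could not be found since the lists hold no scores. Other alternatives were a stricter or looser overlap, autosomes only, uniform placement, other TSS sets and gene rules, the central 200 bp, GC-matched windows and modules of up to 20 bp. The tests of the ETS and AP-1 motifs by themselves, and the direct comparison of motif variants between proximal and distal peaks, were chosen after seeing the data, both in whole peaks and in the central 200 bp, as was the ranking of 6-mers that contain GGAA.

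The overlap and 6-mer steps were tested on simulated data. Of 1000 simulated Runx3 peaks, 300 were placed on simulated H3K4me1 peaks, and 290.4 were recovered above the shifts. Of 100 unlinked sets, 3 had p below 0.05. A 6-mer put into 400 of 1000 sequences ranked 1, and 0 were called without it. Both sets of simulated sequences had the same base composition, unlike the peaks and their flanking windows, and simulated peaks were not clustered. False calls that arise from GC content or clustering were therefore not checked. Calculations used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.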

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

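Both results below concern the H3K4me1 peaks of IL-2-activated NKC, which the paper draws at Tnfrsf9 and Itgae (Fig. 5D) and whose overlap with Runx3 peaks its text gives only for resting cells. The tests of H3K4me1 coverage 400 bp from Runx3 peak centres and of gaps by their length were chosen only after the result was seen.

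H3K4me1 peaks overlapped 48.4% of the Runx3 peaks, 23.5 times the mean of the shifts, and Runx3 peaks overlapped 19.9% of the H3K4me1 peaks against 0.769%. Both p-values were 0.0001, the smallest that 10000 shifts can give. The overlap was not set against NIS, since no NIS peaks were used here, and no biological explanation was tested, since the lists hold 1 condition.

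Of the Runx3 peaks, 1628 (13.9%, 95% Wilson interval 13.3 to 14.6) lay between H3K4me1 peaks that were within 2 kb on both sides, against 0.436% in the shifts (p 0.0001, the smallest they can give). Moving each Runx3 peak by 1 to 3 kb lowered this share to a mean of 7.17% over 1000 such moves, which decides nothing, as H3K4me1 coverage itself falls over these distances. If Runx3 peaks merely lay near H3K4me1 peaks, these would cover the Runx3 centres at least as often as positions nearby. They covered 28.2% of the centres, and 33.4% and 33.1% of the positions 400 bp to the left and the right, a difference of 5.07 points (4.28 to 5.77, 95% interval from resampling chromosomes), which argues against nearness alone. A gap could also arise where MACS splits a broad H3K4me1 region at places unrelated to Runx3. Runx3 peak centres would then be as dense in gaps as in the H3K4me1 peaks that flank them, if they were spread evenly over such a region. Over all gaps of up to 4 kb the density was close to that inside H3K4me1 peaks (121 and 116 per Mb, a ratio of 1.04), but this joined unlike gaps. In gaps of up to 1 kb there were 314 centres per Mb against 121 in their flanking peaks, a ratio of 2.59 (2.41 to 2.80, 95% interval from resampling chromosomes), and in gaps of 1 to 4 kb 66.7 against 93.7, a ratio of 0.712 (0.639 to 0.787). The ratio in gaps of up to 1 kb departs from equal density but cannot exclude such splits. Short gaps lie inside a region, while the flanking peaks reach its edges. H3K4me1 coverage falls away from Runx3 centres, so these may lie away from the edges, which was not tested. In gaps of 1 to 4 kb the centres were sparser than in the flanking peaks. This departs from equal density too, but gives no sign that Runx3 peaks favour these longer gaps. An effect of the NIS control on H3K4me1 peak calls at Runx3 sites was not tested and stays open. A nucleosome-depleted centre at Runx3-bound enhancers is a hypothesis that these lists do not test.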

How the results depend on the processing

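Of 57 alternatives, 55 kept the direction and side of the threshold of the result they tested, or for counts stayed within 1.5 times of it, and 0 reversed a result. The choices were made before the data were examined, apart from the tests of the ETS and AP-1 motifs by themselves and the direct comparison of motif variants between proximal and distal peaks, in whole peaks and in the central 200 bp alike, and the ranking of 6-mers that contain GGAA.

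The number of genes bound by Runx3 fell from 9411 to 5867 when each peak was given to the nearest TSS within 50 kb, a rule that gives each peak at most 1 gene, and was 6443 when a peak had to overlap the gene or its 5 kb flanks. For AP-1 at proximal peaks, the odds ratio of 1.02 (adjusted p 0.791) became 1.34 (adjusted p 0.00959) in the central 200 bp. The cause was not tested.

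The share of Runx3 peaks overlapping H3K4me1 peaks ranged from 28.2% (peak centre inside an H3K4me1 peak) to 61.3% (within 1 kb), and was above the shifts in every alternative run. The share of H3K4me1 peaks overlapping Runx3 peaks, 19.9%, moved more in proportion, though not in percentage points. It fell to 7.49% when at least 0.5 of the peak had to be overlapped and rose to 31.5% within 1 kb, both above the shifts. The share between H3K4me1 peaks was 10.9% with a limit of 1 kb and 18.7% with 5 kb. The odds ratio of H3K4me1 overlap at proximal peaks rose from 0.188 to 0.423 with proximal taken as within 5 kb. The number of enriched 6-mers was 932 and, with GC-matched windows, 750, and 9 of the 10 with the smallest p were shared.

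No paired analysis was possible because the peaks were called on joined reads and the lists hold no values per library. For the same reason no replicate was left out. The alternatives with a score of at least 100, and the results on peak score, were not run, since the lists hold no score. The depth of the H3K4me1 library limits how many regions without a peak can be called unmarked.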

Differences from the paper's values

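None of the values compared differed from the paper's by more than 1.5 times with the settings chosen first. The text's share of peaks with a RUNX motif, more than 90% in the paper's words for activated cells, compares with 96.0% here, and with 77.0% when only the central 200 bp were searched. The 11676 Runx3 peaks compare with about 12000 in Fig. 5A, and the 9411 bound genes with about 9100 in Fig. 3A, both read by eye. With the nearest TSS within 50 kb, an alternative set before the data were examined, 5867 genes were bound, against the paper's about 9100 in Fig. 3A. With a peak in the gene or its 5 kb flanks there were 6443.

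The peaks drawn for IL-2-activated NKC were about 5 at Gzme-Gzmc in Fig. 3B and 5 here. At Serpinb1c-Serpinb1b, those drawn for IL-2-activated NKC in Fig. 3B were about 5, with 6 here. In Fig. 5D they were about 6 at Tnfrsf9 and 6 here in the region drawn, and about 3 at Itgae and 3 here.

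The paper ranks ETS, with RUNX, among the most enriched motifs. Among the 4 6-mers that match MGGAAR, the best, CGGAAG, was at rank 37 of all enriched 6-mers, and at rank 35 with GC-matched windows in place of flanking ones. Among all 6-mers that contain GGAA, a choice made after seeing the data, the best was ACTTCC (reverse complement GGAAGT), at rank 28 and, with GC-matched windows, at rank 16. These are ranks of single 6-mers, not of motifs as the paper's motif finding gives them.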

Other observations

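The tests of 1 copy of chromosome X, of GC bias of the H3K4me1 library and of low read depth were chosen only after the result was seen.

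Chromosome X held 60 Runx3 and 51 H3K4me1 peaks, 0.514% and 0.149% of the lists. Autosomal 100 kb windows with the GC content and number of TSSs of the X windows would give 369.9 Runx3 peaks, where 59 were counted, 15.9% of the number from matched windows. For single autosomes this percentage lay between 82.0 and 126. For H3K4me1 it was 6.88 on X and between 84.2 and 128 on autosomes. GC content and TSS density therefore leave most of the difference. Repeated sequence explains little of it, since 73.1% of sampled X 40-mers were found once in the genome, against an autosomal median of 87.9%. A lack on X of genes that respond to Runx3 in resting NKC is argued against by Table S2. Of its 1132 matched genes responsive there (90.7% of the symbols), 3.53% lie on X, against 4.17% of all genes (Fisher's exact test, p 0.321). Of these genes, 20% of those on X were bound by Runx3, against 60.8% of the autosomal ones. Genes responsive in IL-2-activated NKC, the cells of these peak lists, were not tested. A single X per cell, in male mice, below the threshold of MACS cannot be told apart from other causes. The sex of the mice is not in the labels, and the 107 kb of sequence beyond Mid1, near the region that pairs with Y, held 0 H3K4me1 peaks where 1.47 would be expected at autosomal density. Mid1 itself (166123129 to 166443668) held 3 H3K4me1 peaks, between 166429293 and 166438164, and these were the 3 widest of X, as a single X might give if the region that pairs with Y reached into Mid1, which was not tested. Filtering by the authors was not tested.

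H3K4me1 overlap of distal Runx3 peaks rose with GC content of the surrounding 4 kb, from 25.6% in the lowest of 5 groups by GC through 48.3, 63.4 and 73.1 to 79.1% in the highest, while the share with a RUNX motif in the central 200 bp went from 81.9 to 78.7%. Peak width does not account for this, since the rise was at least 46.4 percentage points within each of 3 width groups, nor does distance to the TSS, with at least 38.9 points. Bias of the H3K4me1 library towards GC-rich DNA could give the same rise, and cannot be told apart from a biological difference with 1 library. Across the 19 autosomes, H3K4me1 peaks per Runx3 peak (2.21 to 3.59) rose with GC content (log2 ratio, Pearson r 0.806, permutation p 8e-05, Spearman rho 0.758, permutation p 0.00031; r 0.651 without chromosomes 3 and 11, the farthest from the median GC content). This is 1 relation, across chromosomes that are not independent samples.

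Of the distal Runx3 peaks, 2492 (28.6%) had no H3K4me1 peak within 2 kb. They are unlikely to be false peaks, since 84.2% had a RUNX motif in the central 200 bp, against 78.1% of distal peaks with H3K4me1 overlap and 28.9% of flanking windows. Low depth may have missed weaker H3K4me1 regions. Lack of H3K4me1 was more frequent at narrow Runx3 peaks, 40.6, 28.1 and 16.8% from the narrowest to the widest group, a difference of 23.8 points. Weaker marking at weaker Runx3 sites would give the same.

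For resting CD8-TC and NKC, the paper describes most Runx3 peaks as overlapping H3K4me1 regions and, for NKC, a larger part within 1 kb of a TSS than for CD8-TC. The values for IL-2-activated NKC, 48.4% and 25.3%, are for another condition, and no difference from resting cells was tested.

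The paper names the Serpinb1c-Serpinb1b locus for CD8-TC. In IL-2-activated NKC this locus, on chromosome 13 from 32973702 to 33186249, held 6 Runx3 peaks, all with a RUNX motif and 4 overlapping an H3K4me1 peak. Of these 6, 3 lay at Serpinb9, at 33093210 to 33093612, 33095392 to 33095927 and 33096028 to 33096826.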
